# Genetic requirement of *dact1/2* to regulate noncanonical Wnt signaling and *calpain 8* during embryonic convergent extension and craniofacial morphogenesis

**DOI:** 10.7554/eLife.91648

**Published:** 2024-11-21

**Authors:** Shannon H Carroll, Sogand Schafer, Kenta Kawasaki, Casey Tsimbal, Amelie M Jule, Shawn A Hallett, Edward Li, Eric C Liao

**Keywords:** wnt, capn8, craniofacial, Zebrafish

## Abstract

Wnt signaling plays crucial roles in embryonic patterning including the regulation of convergent extension (CE) during gastrulation, the establishment of the dorsal axis, and later, craniofacial morphogenesis. Further, Wnt signaling is a crucial regulator of craniofacial morphogenesis. The adapter proteins Dact1 and Dact2 modulate the Wnt signaling pathway through binding to Disheveled. However, the distinct relative functions of Dact1 and Dact2 during embryogenesis remain unclear. We found that *dact1* and *dact2* genes have dynamic spatiotemporal expression domains that are reciprocal to one another suggesting distinct functions during zebrafish embryogenesis. Both *dact1* and *dact2* contribute to axis extension, with compound mutants exhibiting a similar CE defect and craniofacial phenotype to the *wnt11f2* mutant. Utilizing single-cell RNAseq and an established noncanonical Wnt pathway mutant with a shortened axis (*gpc4*), we identified *dact1/2*-specific roles during early development. Comparative whole transcriptome analysis between wildtype and *gpc4* and wildtype and *dact1/2* compound mutants revealed a novel role for *dact1/2* in regulating the mRNA expression of the classical calpain *capn8*. Overexpression of *capn8* phenocopies *dact1/2* craniofacial dysmorphology. These results identify a previously unappreciated role of *capn8* and calcium-dependent proteolysis during embryogenesis. Taken together, our findings highlight the distinct and overlapping roles of *dact1* and *dact2* in embryonic craniofacial development, providing new insights into the multifaceted regulation of Wnt signaling.

## Introduction

Wnt signaling is a crucial regulator of embryogenesis through its regulation of body axis patterning, cell fate determination, cell migration, and cell proliferation (Logan and Nusse, 2004; Steinhart and Angers, 2018; Mehta et al., 2021). Current mechanistic understanding of Wnt signaling during embryogenesis includes an extensive catalog of ligands, receptors, co-receptors, adaptors, and effector molecules (Clevers and Nusse, 2012; Niehrs, 2012; Loh et al., 2016; Mehta et al., 2021). The intricate spatiotemporal integration of Wnt signaling combinations is an important focus of developmental biology and tissue morphogenesis (Petersen and Reddien, 2009; Clevers and Nusse, 2012; Loh et al., 2016; Wiese et al., 2018). Disruptions of Wnt signaling-associated genes lead to several congenital malformations which often affect multiple organ systems given their pleotropic developmental functions (Hashimoto et al., 2014; Shi, 2022). Craniofacial anomalies are among the most common structural congenital malformations and genes in the Wnt signaling pathway are frequently implicated (Ji et al., 2019; Reynolds et al., 2019; Huybrechts et al., 2020).

Genetic approaches in zebrafish have identified a number of key Wnt regulators of early development, with gastrulation and craniofacial phenotypes (Brand et al., 1996; Hammerschmidt et al., 1996; Heisenberg et al., 1996; Piotrowski et al., 1996; Solnica-Krezel et al., 1996; Schilling and Le Pabic, 2009). The *silberblick* (*slb*) mutant, later identified as a *wnt11f2* mutant allele, exhibits gastrulation and midline craniofacial phenotypes that encompassed aspects of multiple mutant classes. During early segmentation in the somite stage, the *wnt11f2* mutant developed a shortened anterior–posterior axis and partially fused eyes (Heisenberg et al., 1996). Subsequently, as the cranial prominences converge and the ethmoid plate (EP) formed, instead of a fan-shaped structure observed in wildtype embryos, the *wnt11f2* mutant formed a rod-like EP with a significant deficiency of the medio-lateral dimension (Heisenberg et al., 1996; Heisenberg and Nüsslein-Volhard, 1997). Another mutant kny*pek* (*kny*), identified as having a nonsense mutation in *gpc4*, an extracellular Wnt co-receptor, was identified as a gastrulation mutant that also exhibited a shortened body axis due to a defect in embryonic convergent extension (CE) (Solnica-Krezel et al., 1996). In contrast to the *slb*/*wnt11f2 mutant*, the *gpc4* mutant formed an EP that is wider in the medio-lateral dimension than the wildtype, in the opposite end of the EP phenotypic spectrum compared to *wnt11f2* (Topczewski et al., 2001; Rochard et al., 2016). These observations beg the question of how defects in early patterning and CE of the embryo may be associated with later craniofacial morphogenesis. The observation that *wnt11f2* and *gpc4* mutant share similar CE dysfunction and axis extension phenotypes but contrasting craniofacial morphologies (Heisenberg and Nüsslein-Volhard, 1997) supports a hypothesis that CE mechanisms regulated by these Wnt pathway genes are specific to the temporal and spatial contexts during embryogenesis.

Dact (aka Frodo, Dapper) are scaffolding proteins that regulate Dishevelled (Dvl)-mediated Wnt signaling, both positively and negatively (Cheyette et al., 2002; Gloy et al., 2002; Waxman et al., 2004; Gao et al., 2008; Wen et al., 2010; Ma et al., 2015; Lee et al., 2018). Dact proteins bind directly to Dvl (Gloy et al., 2002; Brott and Sokol, 2005; Lee et al., 2018) and interact with and inhibit members of transforming growth factor beta (TGF-β) and Nodal signaling pathways (Zhang et al., 2004; Su et al., 2007; Meng et al., 2008; Kivimäe et al., 2011). In chick and *Xenopus*, *Dact2* and *Dact1* (respectively) are expressed in the neural folds during neural crest delamination and are important in epithelial–mesenchymal transition (EMT), Wnt signaling, and TGF-β signaling (Hikasa and Sokol, 2004; Schubert et al., 2014; Rabadán et al., 2016). In mouse embryos, Dact1 is expressed predominantly in mesodermal tissues, as well as ectodermal-derived tissues (Hunter et al., 2006), and ablation of Dact1 results in defective EMT and primitive streak morphogenesis, with subsequent posterior defects (Wen et al., 2010). Mouse embryonic Dact2 expression has been described in the oral epithelium and ablation of *Dact2* causes increased cell proliferation (Li et al., 2013) and re-epithelialization in mice (Meng et al., 2008) and zebrafish (Kim et al., 2020).

Previous experiments using morpholinos to disrupt *dact1* and *dact2* in zebrafish found *dact1* morphants to be slightly smaller and to develop a normal body. In contrast, *dact2* morphants were found to phenocopy described zebrafish gastrulation mutants, with impaired CE, shortened body axis, and medially displaced eyes. Importantly, prior work using morpholino-mediated gene disruption of *dact1* and *dact2* did not examine craniofacial morphogenesis except to analyze *dact1* and *dact2* morphants head and eye shapes under light microscopy (Waxman et al., 2004). These experiments were carried out at a time when morpholino was the accessible tool of gene disruption (Nasevicius and Ekker, 2000; Corey and Abrams, 2001; Heasman, 2002). Since CRISPR/Cas9 targeted gene mutagenesis became popularized, many reports of germline mutant phenotypes being discrepant from prior morpholino studies warranted revisiting many of the prior work (Kok et al., 2015) and careful interpretation given the caveats of each technology (Morcos et al., 2015; Rossi et al., 2015). More recently, a zebrafish CRISPR/Cas9 genetic *dact2* mutant has been generated and studied, but unlike in the *dact2* morphant, no developmental phenotypes were described (Kim et al., 2020).

Here, we investigated the genetic requirement of *dact1* and *dact2* during embryogenesis and craniofacial development using germline mutant alleles. We found an early developmental role for *dact1* and *dact2* during gastrulation and body axis elongation. We also characterized the abnormal craniofacial development of the *dact1/2* compound mutants. We identified distinct transcriptomic profiles of wildtype, dact1/2, and gpc4 mutants during early development, including finding *calpain 8* (*capn8*) calcium-dependent protease to be ectopically expressed in the *dact1/2* mutants. These results elaborate on the cellular roles of dact1/2 and identify capn8 as a novel regulatory candidate of embryogenesis.

## Results

### *dact1* and *dact2* have distinct expression patterns throughout embryogenesis

To determine the spatiotemporal gene expression of *dact1* and *dact2* during embryogenesis we performed wholemount RNA in situ hybridization (ISH) across key time points (Figure 1). Given that the described craniofacial phenotypes of the *dact2* morphant and the *wnt11f2* mutant are similar (Heisenberg and Nüsslein-Volhard, 1997; Waxman et al., 2004), we also performed *wnt11f2* ISH to compare to *dact1* and *dact2* expression patterns.

**Figure 1.**
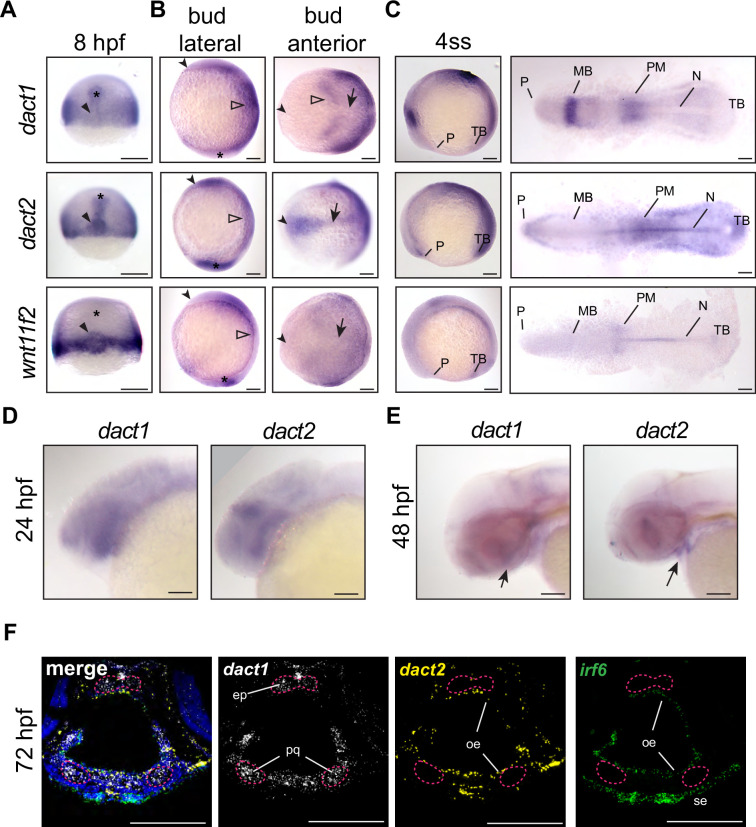
Unique and shared *dact1* and *dact2* gene expression domains during zebrafish development. (**A–C**) Representative images of wholemount in situ hybridization showing *dact1*, *dact2*, and *wnt11f2* gene expression patterns. (**A**) At 8 hpf, *dact2* and *wnt11f2* are highly expressed in the dorsal margin and presumptive Nieuwkoop center of the gastrulating embryo, with *dact1* being weakly detected (arrowhead). In contrast to *wnt11f2*, *dact1*, and *dact2* are expressed in the presumptive dorsal mesoderm (asterisk). (**B**) Lateral (anterior to the left of page) and anterior (dorsal side toward top of page) views of bud-stage embryos. *dact2* and *wnt11f2* transcripts are both detected in the tailbud (asterisk) while *dact2* is additionally expressed in the axial mesoderm (arrow). *dact1* gene expression is concentrated to the paraxial mesoderm and the neuroectoderm (open arrowheads). (**C**) Lateral and flat-mount views of 4 ss embryos. *dact2* is expressed in the anterior neural plate and polster (P), notochord (N), paraxial and presomitic mesoderm (PM) and tailbud (TB). In contrast, *dact1* is expressed in the midbrain (MB) and the paraxial and presomitic mesoderm. (**D, E**) Representative lateral (anterior to left of page) images of wholemount in situ hybridization showing *dact1* and *dact2* expression patterns. (**D**) At 24 hpf expression is detected in the developing head. (**E**) At 48 hpf expression is detected in the developing craniofacial structures (arrow). (**F**) Representative images of RNAscope in situ hybridization analysis of *dact1* (white) and *dact2* (yellow) and *irf6* (green) expression in transverse section of 72 hpf embryos. *dact1* is expressed in the ethmoid plate (ep) and palatoquadrate (pq) orofacial cartilage, while *dact2* is expressed in the oral epithelium (oe). The epithelial marker *irf6* is expressed in the oe and surface epithelium (se). Dapi (blue). Scale bar: 100 μm.

**Figure 1—figure supplement 1.**
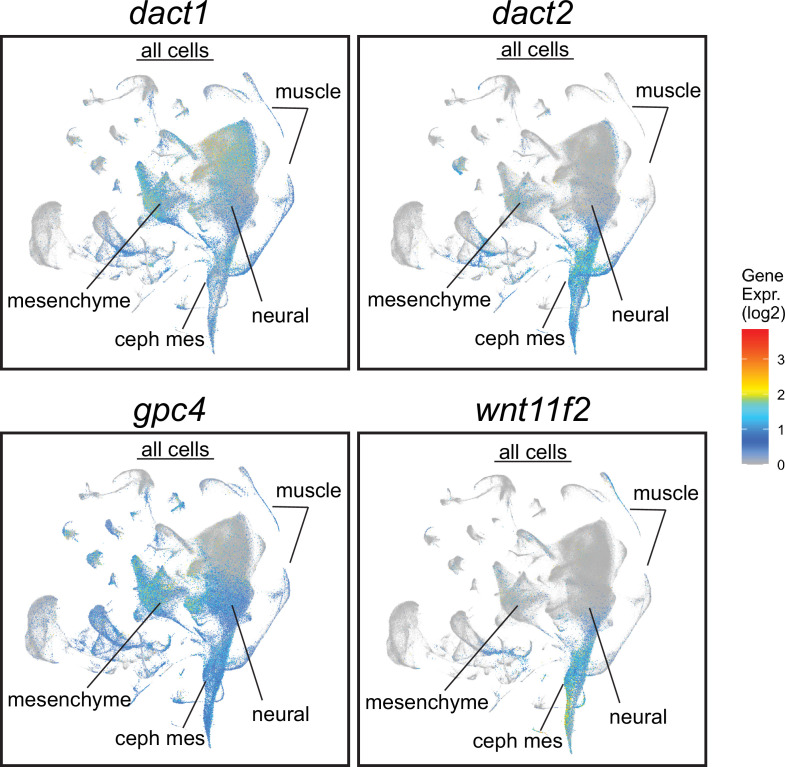
Daniocell single-cell RNAseq analysis with a display of *dact1*, *dact2*, *gpc4*, and *wnt11f2* in all cell clusters from 3 to 120 hpf of development (https://daniocell.nichd.nih.gov; Farrell et al., 2018). Cephalic mesoderm (ceph mes), mesenchyme, neural ectoderm, and muscle clusters are noted.

During gastrulation at 8 hours post-fertilization (hpf; 75% epiboly), some regions of *dact1* and *dact2* gene expression were shared and some areas are distinct to each *dact* gene (Figure 1A). Further, *dact* gene expression was distinct from *wnt11f2* in that *wnt11f2* expression was not detected in the presumptive dorsal mesoderm. Transcripts of *dact1*, *dact2*, and *wnt11f2* were all detected in the blastoderm margin, as previously described (Makita et al., 1998; Heisenberg et al., 2000; Gillhouse et al., 2004). Transcripts of *dact2*, and to a lesser extent *dact1*, were also detected in the prechordal plate and chordamesoderm (Figure 1A). Additionally, *dact2* gene expression was concentrated in the shield and presumptive organizer or Nieuwkoop center along with *wnt11f2*. This finding is consistent with previously described expression patterns in zebrafish and supports a role for *dact1 and dact2* in mesoderm induction and *dact2* in embryo dorsalization (Thisse et al., 2001; Gillhouse et al., 2004; Muyskens and Kimmel, 2007; Oteiza et al., 2010). At the end of gastrulation and during somitogenesis the differences in the domains of *dact1* and *dact2* gene expressions became more distinct (Figure 1B, C). At tailbud stage, *dact1* transcripts were detected in the neuroectoderm and the posterior paraxial mesoderm, whereas *dact2* transcripts were detected in the anterior neural plate, notochord, and tailbud. Anterior notochord and tailbud expression overlapped with *wnt11f2* gene expression (Makita et al., 1998; Heisenberg et al., 2000). The expression of *dact2* was unique in that its expression demarcated the anterior border of the neural plate. As *dact2* morphants exhibited a craniofacial defect with medially displaced eyes and midfacial hypoplasia (Waxman et al., 2004), we examined *dact1* and *dact2* expression in the orofacial tissues. At 24 hpf we found some overlap but predominantly distinct expression patterns of *dact1* and *dact2* with *dact1* being more highly expressed in the pharyngeal arches and *dact2* being expressed in the midbrain/hindbrain boundary. Both *dact1* and *dact2* appeared to be expressed in the developing oral cavity. At 48 hpf *dact1* expression is consistent with expression in the developing craniofacial cartilage elements, while *dact2* expression appears within the developing mouth. The distinct cellular expression profiles of *dact1* and *dact2* were more clear in histological sections through the craniofacial region at 72 hpf. Utilizing RNAscope ISH, we found that *dact2* and the epithelial gene *irf6* were co-expressed in the surface and oral epithelium that surround the cartilaginous structures (Figure 1F). This is in contrast to *dact1* which was expressed in the developing cartilage of the anterior neurocranium (ANC)/EP and palatoquadrate of the zebrafish larvae (Figure 1F).

We examined the overall expression patterns of *dact1*, *dact2*, *gpc4*, and *wnt11f2* using Daniocell single-cell sequencing data (Farrell et al., 2018). In general, we found *dact1* spatiotemporal gene expression to be more similar to *gpc4* while *dact2* gene expression was more similar to *wnt11f2* (Figure 1—figure supplement 1). These results of shared but also distinct domains of spatiotemporal gene expression of *dact1* and *dact2* suggest that the *dact* paralogs may have some overlapping developmental functions while other roles are paralog-specific. *dact1* and *dact2* contribute to axis extension and *dact1/2* compound mutants exhibit a CE defect *dact1* and *dact2* are known to interact with *disheveled* and regulate noncanonical Wnt signaling (Gloy et al., 2002; Waxman et al., 2004; Gao et al., 2008; Wen et al., 2010; Ma et al., 2015; Lee et al., 2018) and we have previously described the craniofacial anomalies of several zebrafish Wnt mutants (Dougherty et al., 2012; Kamel et al., 2013; Rochard et al., 2016; Ling et al., 2017; Alhazmi et al., 2021). Previous work investigated the effect of *dact1* and *dact2* disruption during zebrafish embryogenesis using morpholinos and reported morphant phenotypes in embryonic axis extension and eye fusion (Waxman et al., 2004). However, the limitations associated with morpholino-induced gene disruption (Kok et al., 2015; Morcos et al., 2015; Rossi et al., 2015) and the fact that craniofacial morphogenesis was not detailed for the *dact1* and *dact2* morphants, warranted the generation of mutant germline alleles (Figure 2—figure supplement 1). We created a *dact1* mutant allele (22 bp deletion, hereafter *dact1−/*−) and a *dact2* mutant allele (7 bp deletion, hereafter *dact2−/−*), both resulting in a premature stop codon and presumed protein truncation (Figure 2—figure supplement 1A, B). Gene expression of *dact1* and *dact2* was measured in pooled *dact1−/−*, *dact2−/−*, and *dact1/2−/−* embryos (Figure 2—figure supplement 1C). We found a decrease in *dact1* mRNA and an increase in *dact2* mRNA levels in the respective CRISPR single mutants. We hypothesize that *dact2* mRNA levels are maintained or elevated in the *dact2−/−* mutant due to the relative 3′ position of the deletion. In the *dact2−/−* embryos we found a slight increase in *dact1* mRNA levels, suggesting a possible compensatory effect of dact2 disruption. The specificity of the gene disruption was demonstrated by phenotypic rescue of the rod-like EP with the injection of *dact1* or *dact2* mRNA. Injection of *dact1* mRNA or *dact2* mRNA or in combination decreased the percentage of rod-like EP phenotype from near the expected 25% (35% actual) to 2–7% (Figure 2—figure supplement 1D and E).

Analysis of compound *dact1* and *dact2* heterozygote and homozygote alleles during late gastrulation and early segmentation time points identified embryonic axis extension anomalies (Figure 2A, B). *dact1−/−* or *dact2−/−* homozygotes develop to be phenotypically normal and viable. However, at 12 hpf, *dact2−/−* single mutants have a significantly shorter body axis relative to wildtype. In contrast, body length shortening phenotype was not observed in *dact1−/−* homozygotes. Compound heterozygotes of *dact1+/-; dact2+/-* also developed normally but exhibited shorter body axis relative to wildtype. The most significant axis shortening occurred in *dact1−/−; dact2−/−* double homozygotes with a less severe truncation phenotype in the compound heterozygote *dact1+/-; dact2−/−* (Figure 2A, B). Interestingly, these changes in body axis extension do not preclude the compound heterozygous larvae from reaching adulthood, except in the *dact1−/−; dact2−/−* double homozygotes which did not survive from larval to juvenile stages.

**Figure 2.**
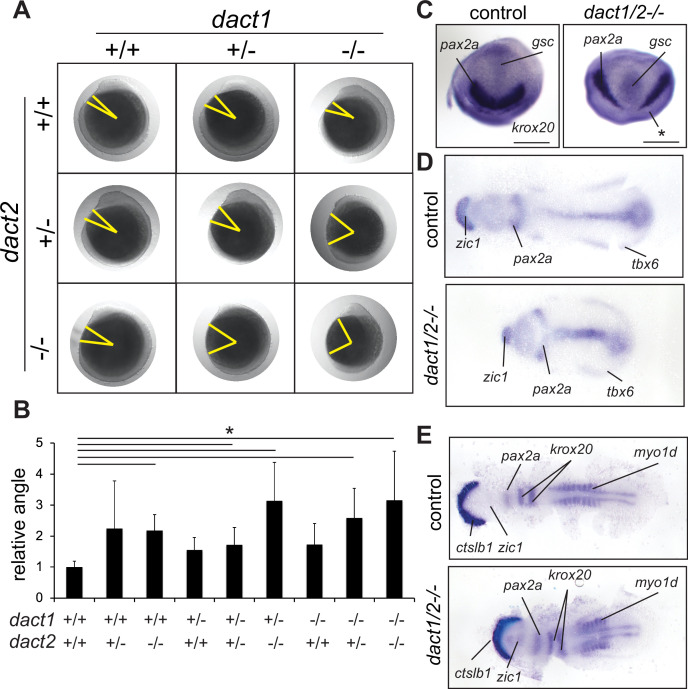
Impaired convergent extension in *dact1/2* compound mutants. (**A**) Inter-cross of compound heterozygotes yield embryos with different degrees of axis extension that correspond to the *dact1* and *dact2* genotypes. Representative lateral images of embryos at 12 hpf. The yellow line indicates body axis angle measured from the anterior point of the head, the center of the yolk, to the end of the tail. (**B**) Quantification of body axis angle. Numbers represent the difference in angle relative to the average wildtype embryo. Asterisk indicates genotypes with angles significantly different from wildtype. ANOVA p < 0.5 *n* = 3–21 embryos. Error bars: ± SEM. (**C**) Representative bud stage wildtype and *dact1/2−/−* mutant embryos stained for *gsc* (prechordal plate), *pax2a* (midbrain/hindbrain boundary), and *krox20* (rhombomere 3). Asterisk indicates lack of *krox20* expression in *dact1/2−/−* mutant. Scale bar = 200 μm (**D**) Representative flat mounts of 1–2 ss wildtype and *dact1/2* mutant embryos stained for *zic1* (telencephalon), *pax2a* and *tbx6* (ventrolateral mesoderm). (**E**) Representative flat mounts of 10 ss wildtype and *dact1/2−/−* mutant embryos stained for *ctsl1b* (hatching gland), *zic1*, *pax2a*, *krox20*, and *myo1d* (somites).

**Figure 2—figure supplement 1.**
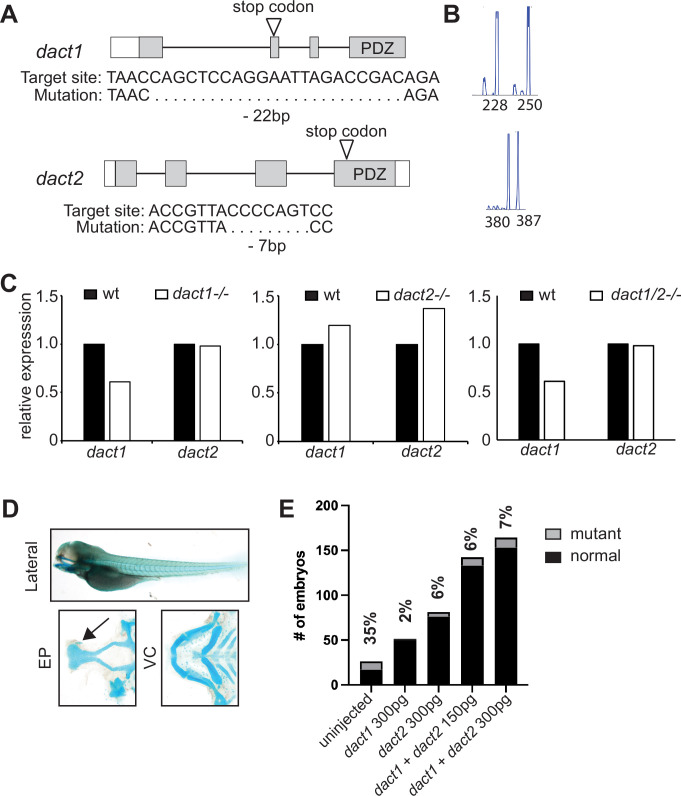
Characterization of CRISPR/Cas9 generated *dact1−/−* and *dact2−/−* mutants. (**A**) Schematic representations of *dact1* and *dact2* exons, positions of guide RNA target site, introduced premature stop codon (arrow), and sequences of mutations. (**B**) DNA fragment analysis of *dact1+/-* and *dact2+/-* animals showing wildtype (250 and 387 bp, respectively) and mutant (228 and 380 bp, respectively). (**C**) Expression levels of *dact1* and *dact2* mRNA by RT-qPCR in 12 hpf *dact1−/−* mutants, *dact2−/−* mutants, and *dact1/2−/−* compound mutants. Eight embryos were pooled for mRNA isolation per sample. (**D**) Injection of *dact1* mRNA, *dact2* mRNA, or a combination of *dact1* and *dact2* mRNA rescues the rod-shaped ethmoid plate phenotype in *dact1/2−/−* compound mutants. Representative images of Alcian blue stained *dact1/2−/−* double mutant treated with 300 pg *dact1* mRNA and 300 pg *dact2* mRNA. Arrow highlights normal ethmoid plate (EP). Visceral cartilage (VC) also appeared normal. (**E**) Quantification of the mutant craniofacial phenotype observed in a *dact1−/−,dact2+/-* breeding in-cross. Without mRNA injection, the mutant phenotype was observed at approximately (35%) the expected Mendelian ratio of 25%. Injection with *dact1* mRNA, *dact2* mRNA, or a combination of *dact1* and *dact2* mRNA decreased the frequency that the mutant craniofacial phenotype was observed.

**Figure 2—figure supplement 2.**
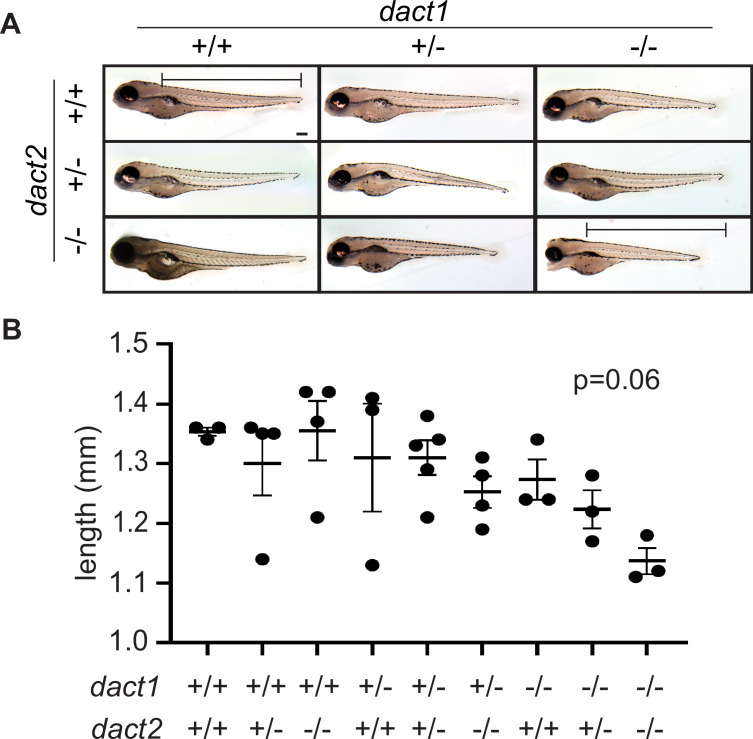
Loss of *dact1* and *dact2* tends to decrease total body length. (**A**) Representative brightfield images of 4 dpf larvae of compound *dact1* and *dact2* mutant genotypes. Bar represents *dact1/2+/+* body length measurement. Scale bar: 100 μm. (**B**) Scatter plot of body length measurement of compound *dact1* and *dact2* mutant genotypes at 4 dpf. ANOVA p = 0.06. *n* = 3–4. Error bars: ± SEM.

Body axis truncation has been attributed to impaired CE during gastrulation (Tada and Heisenberg, 2012). To delineate CE hallmarks in the *dact1*−/−;*dact2*−/− mutants, we performed wholemount RNA ISH detecting genes that are expressed in key domains along the body axis. At bud stage, *dact1−/−; dact2−/−* embryos demonstrate bifurcated expression of *pax2a* and decreased anterior extension of *gsc* expression, suggesting impaired midline convergence and anterior extension of the mesoderm (Figure 2C). At the 1–2 somite stage, *zic1*, *pax2a*, and *tbx6* are expressed in neural plate, prospective midbrain and the tailbud, respectively, in both the wildtype and *dact1−/−; dact2−/−* embryos. However, the spacing of these genes clearly revealed the shortening of the antero-posterior body axis in the *dact1−/−; dact2−/−* embryos. Midline convergence is decreased and the anterior border of the neural plate (marked by *zic1* expression) was narrower in the *dact1−/−; dact2−/−* embryos (Figure 2D). At the 10-somite stage (ss), *dact1−/−; dact2−/−* embryos demonstrated decreased spacing between *ctslb1* and *pax2a* gene expression, suggesting impaired lengthening of the anterior portion of the embryo. Detection of muscle marker *myo1d* in the *dact1−/−; dact2−/−* embryos delineated impaired posterior lengthening as well as reduced somitogenesis, evidenced by the decreased number of somites (Figure 2E). These data point to impaired CE of the mesoderm in *dact1/2−/−* double mutants, which resulted in a shorter body axis. The aberrant CE and axis extension in the *dact1/2*−/− phenotypes were similar to findings in other Wnt mutants, such as *slb* and *kyn* (Heisenberg et al., 2000; Topczewski et al., 2001) in that the body axis is truncated upon segmentation.

### *dact1*/*dact2* compound mutants exhibit axis shortening and craniofacial dysmorphology

Given the defective converge phenotype and shortened axis in the *dact* mutants during gastrulation, we examined the fish at 4 dpf for axis defects and for evidence of defective morphogenesis in the craniofacial cartilages. Craniofacial morphology is an excellent model for studying CE morphogenesis as many craniofacial cartilage elements develop through this cellular mechanism (Kamel et al., 2013; Mork and Crump, 2015; Sisson et al., 2015; Rochard et al., 2016). No craniofacial phenotype was observed in *dact1* or *dact2* single mutants (data not shown). However, in-crossing to generate *dact1/2−/−* compound homozygotes resulted in dramatic craniofacial malformation (Figure 3). Specificity of this phenotype to *dact1/2* was confirmed via rescue with *dact1* or *dact2* mRNA injection (Figure 2—figure supplement 1D, E). The *dact1/2−/−* mutant embryos exhibited fully penetrant midfacial hypoplasia (Figure 3A); however, the degree of eye field convergence in the midline varied between individuals. The forebrain protruded dorsally and the mouth opening and ventral cartilage structures were displaced ventrally (Figure 3A). Alcian blue staining of cartilage elements revealed severe narrowing of the EP into a rod-like structure in 100% of double mutants, while the ventral cartilage elements were largely unaffected (Figure 3B). Notably the trabeculae extending posteriorly from the EP and the rest of the posterior neurocranium exhibit wildtype morphology in *dact1/2*. This *dact1/2−/−* double mutant phenotype is highly similar to that described for *wnt11f2* (*slb*) mutants, a key regulator of noncanonical Wnt signaling and CE (Kimmel et al., 2001).

**Figure 3.**
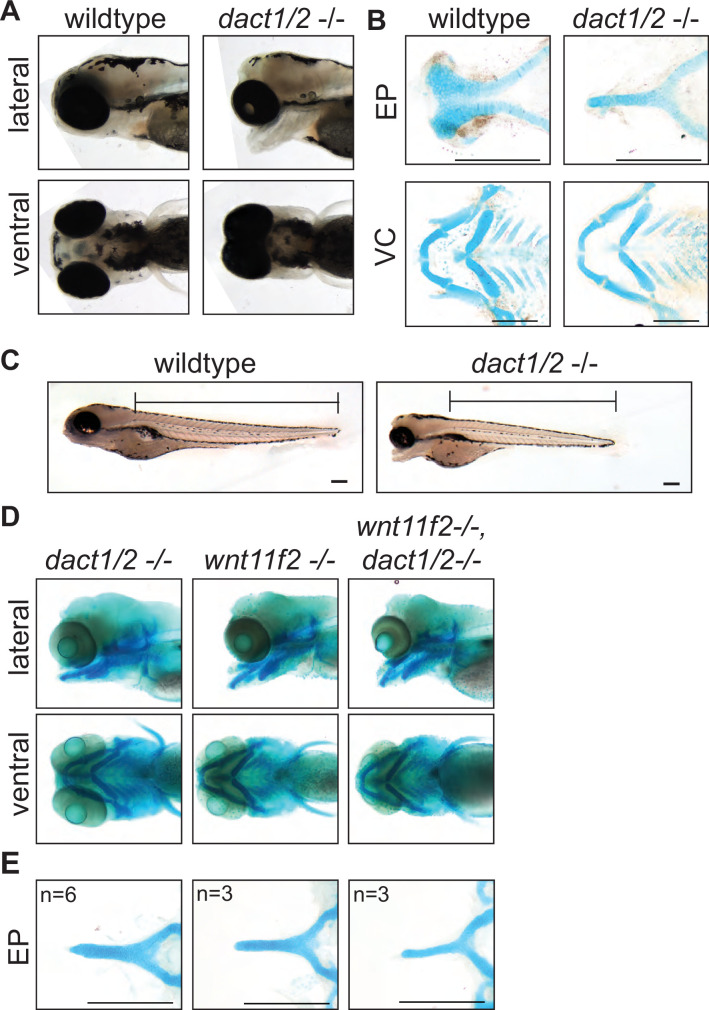
Midface development requires *dact1* and *dact2*. (**A**) Representative brightfield images of wildtype and *dact1/2−/−* compound mutants at 4 dpf. 100 individuals were analyzed from a *dact1/2*+/- double het cross. Lateral and ventral views show d*act1/2−/−* compound mutants have a hypoplastic midface, medially displaced eyes, and a displaced lower jaw. (**B**) Representative flat-mount images of Alcian blue stained ethmoid plate (EP) and visceral cartilage (VC) elements from 4 dpf wildtype and d*act1/2−/−* compound mutants. d*act1/2−/−* mutants have a rod-shaped EP with no distinct lateral and medial elements. No obvious differences were found in *dact1/2* mutant VC. (**C**) Representative brightfield image of 4 dpf wildtype and *dact1/2−/−* mutant. Bar indicates vertebral spine length. Scale bar: 100 μm. (**D**) Representative images of Alcian blue stained *dact1/2−/−*, *wnt11f2−/−*, and *wnt11f2−/−*,*dact1*/*2*−/− compound mutants. Embryos resulted from a *dact1+/-,dact2+/-,wnt11f2+/-*in-cross. Lateral and ventral views show similar craniofacial phenotypes in each mutant. (**E**) Representative flat-mount images of Alcian blue stained EP show a similar phenotype between *dact1/2−/−*, *wnt11f2−/−*, and *wnt11f2−/−,dact1/2*−/− compound mutants. Scale bar: 200 μm.

As axis lengthening was found to be affected by loss of *dact1* and *dact2* (Figure 2A) we measured body length in 5 dpf *dact1/2* compound mutants. Using the length of the vertebral spine as a measure of body length we found a trend (p = 0.06) toward an effect of *dact1* and *dact2* on shortening of the body length. Similar to axis length during gastrulation/segmentation, the shortening was most pronounced in *dact1/2−/−* double homozygous mutants versus wildtype clutch-mates (Figure 3C, Figure 2—figure supplement 2A, B).

As *wnt11f2* signals via disheveled and since dact proteins are known to interact with disheveled (Wong et al., 2003; Zhang et al., 2006; Kivimäe et al., 2011), it is suspected that dact has a role in wnt11f2 signaling. Combinatorial gene disruption with morpholinos showed that *dact2* morpholino exasperated the *wnt11* morpholino midfacial/eye fusion defect (Waxman et al., 2004). We hypothesized that the shared phenotypes between *wnt11f2* and *dact1/2* mutants point to these genes acting in the same signaling pathway. To test for genetic epistasis between *wnt11f2*, *dact1*, and *dact2* genes we generated *wnt11f2/dact1/2−/−* triple homozygous mutants. If *wnt11f2* and *dact1/2* had independent developmental requirements, the *wnt11f2/dact1/2−/−* mutant may exhibit a phenotype distinct from *wnt11f2−/−* or *dact1/2−/−* mutants. We found that the *wnt11f2/dact1/2−/−* triple homozygous mutant phenotype of the linear rod-like EP was the same as the *wnt11f2−/−* mutant or *dact1/2−/−* double mutant, without exhibiting additional or neo-phenotypes in the craniofacial cartilages or body axis (Figure 3D, E). This result supports *dact1 and dact2* acting downstream of *wnt11f2* signaling during ANC morphogenesis, where loss of *dact1/2* function recapitulates a loss of *wnt11f2* signaling.

### Lineage tracing of *dact1/2* mutant neural crest cell movements reveals their ANC composition

The EP forms from the convergence of a central frontal prominence-derived structure with bilateral maxillary prominence-derived elements (Wada et al., 2005; Swartz et al., 2011; Dougherty et al., 2012; Mork and Crump, 2015; Rochard et al., 2016).The stereotypic convergent migration of cranial neural crest cells (NCCs) and their derivatives presents an excellent model to examine CE movements and their effects on tissue morphogenesis. The zebrafish EP is formed from the joining of a midline frontal prominence derived from the anteromost cranial NCC population that migrate over the eyes and turn caudally, to join paired lateral maxillary prominences derived from the second stream of cranial NCC population that migrate rostrally (Kimmel et al., 2001; Wada et al., 2005; Schilling and Le Pabic, 2009; Dougherty et al., 2012; Mork and Crump, 2015). The EP that forms is a planar fan-shaped structure where we and others have shown that the morphology is governed by Wnt signaling (Kimmel et al., 2001; Rochard et al., 2016).

Given the rod-like EP we observed in the *dact1/2−/−* double mutants, we hypothesized that the dysmorphology could be due to aberrant migration of the anteromost midline stream of cranial NCCs resulting in fusion of the lateral maxillary components. Conversely, an abrogated contribution from the second paired stream of maxillary NCCs could lead to an EP composed entirely of the medial component. To distinguish between these possibilities, we carried out lineage tracing of the cranial NCC populations in wildtype and *dact1/2* mutants. The *dact1/2* compound mutants were bred onto a *sox10:kaede* transgenic background, where we and others have shown that the *sox10* reporter is a reliable driver of cranial neural crest labeling (Wada et al., 2005; Dutton et al., 2008; Swartz et al., 2011; Dougherty et al., 2012; Kague et al., 2012; Mork and Crump, 2015). Cranial NCC populations in wildtype and *dact1/2* mutants were targeted at 19 hpf to photoconvert Kaede reporter protein in either the anterior cranial NCCs that contribute to the frontal prominence, or the second stream of NCCs that contribute to the maxillary prominence, where the labeled cells were followed longitudinally over 4.5 days of development (Figure 4). We found that the anterior NCCs of wildtype embryos migrated antero-dorsally to the eye and populated the medial EP. To our surprise, the anterior cranial NCC also migrated to contribute to the median element of the rod-like EP, suggesting the complex anterior then caudal migration of the anterior NCC is not disrupted by *dact1/2* mutation (Figure 4A, arrows). This finding is in contrast to lineage tracing in another midline mutant with a similarly shaped rod-like EP, the *syu* (*sonic hedgehog* null) mutant, where the anterior NCCs failed to populate the ANC (Wada et al., 2005).

**Figure 4.**
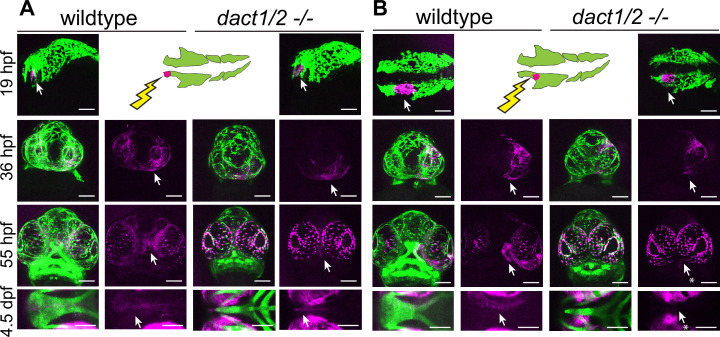
Anterior neural crest cells of the *dact1/2−/−* mutant migrate to the midline and populate the dysmorphic ethmoid plate. Lineage tracing of wildtype and *dact1/2−/−* double mutant zebrafish embryos using Tg(*sox10*:kaede) line. *sox10*:kaede fluorescence is shown in green and photo-converted kaede is shown in magenta and highlighted with an arrow. Asterisks indicate that the cell population is absent. (**A, B**) 19 hpf embryo sagittal views showing photoconversion of anterior-most neural crest population. At 36 hpf frontal images show the migration of photoconverted neural crest cells to the frontal prominence in wildtype and *dact1/2−/−* double mutants. At 55 hpf, frontal images show photoconverted neural crest cells populating the region of the developing anterior neurocranium (ANC) in wildtype and *dact1/2−/−* mutants. At 4.5 dpf ventral images show photoconverted neural crest cells populating the medial ethmoid plate in wildtype. Similarly, neural crest cells in *dact1/2−/−* mutants populate the rod-shaped ethmoid plate. Scale bar: 100 μm. Representative images of three individual experiments.

Next, the second stream of NCC population that contribute to the maxillary prominence was labeled, where they migrate and contribute to the lateral element of the EP as expected in the wildtype (Figure 4B). When the second stream of cranial NCCs were labeled and followed in the *dact1/2* mutants, the cells were found to migrate normally up to 36 hpf, but did not ultimately populate the EP in the mutant (arrows). These results suggest that NCC migration itself is not regulated by *dact1/2* but that loss of *dact1/2* hinders the second stream of NCCs’ ability to populate the ANC by an alternative means. Further, we have found that a rod-like EP can be formed from two different NCC origins, where in the *dact1/2* mutants the EP is contributed by the anteromost frontonasal NCCs, in contrast to the similar rod-shaped EP of the *syu* mutants that is formed from the more posterior stream of maxillary NCCs (Wada et al., 2005).

### Genetic interaction of *dact1/2* with *gpc4* and *wls* to determine facial morphology

Given the role of Dact/dapper as modifiers of Wnt signaling, we hypothesized that genetic interaction of *dact1/2* with *wls* and *gpc4* will modify facial morphology. Gpc4 is a glycoprotein that binds Wnt ligands and modulates Wnt signaling. *gpc4* zebrafish mutants have impaired CE which leads to a shortened body axis (Topczewski et al., 2001). Wls is a posttranslational modifier of Wnt ligands which promotes their secretion (Bänziger et al., 2006; Bartscherer et al., 2006). We previously described that these components of the Wnt/PCP pathway (*gpc4* receptor, *wls* intracellular ligand chaperon, and Wnt ligands *wnt9a* and *wnt5b*) are required for craniofacial morphogenesis, where each gene affects particular morphologic aspects of chondrocytes arrangement in the cardinal axis of the ANC and Meckel’s cartilage (Rochard et al., 2016; Ling et al., 2017). Using the EP as a morphologic readout, we examined the genetic interaction of *dact1* and *dact2* with *wls* and *gpc4*. Compound mutants of *dact1*, *dact2*, *gpc4*, or *wls* were generated by breeding the single alleles. Compared to wildtype ANC morphology, abrogation of *gpc4* led to increased width in the transverse axis, but shorter in the antero-posterior axis (Rochard et al., 2016). Disruption of *wls* leads to ANC morphology that is also wider in the transverse dimension, but to a lesser degree than observed in *gpc4*. Additionally, in the *wls* mutant, chondrocytes stack in greater layers in the sagittal axis (Rochard et al., 2016).

Disruption of *gpc4* or *wls* in addition to *dact1/2* generated EP morphology that contained phenotypic attributes from each single mutant, so that the resultant ANC morphology represented a novel ANC form. The EP of a triple homozygous *gpc4/dact1/2−/−* mutant was triangular, wider in the transverse axis and shorter in the antero-posterior axis compared to the rod-like ANC observed in the *dact1/2−/−* double mutant (Figure 5A, B). Similarly, the ANC of a triple homozygous *wls/dact1/2−/−* mutant was in the shape of a rod, shorter in the antero-posterior axis and thicker in the sagittal axis compared to the *dact1/2−/−* double mutant, reflecting attributes of the *wls* mutant (Figure 5C, D). In addition to the EP phenotypes, the triple homozygous *gpc4/dact1/2−/−* mutant also had a short body axis and truncated tail similar but more severe than the *gpc4* mutant (Figure 5A). Since compound disruption of *dact1*, *dact2*, and *gpc4* or *wls* resulted in a new phenotype we conclude that these genes function in different components of Wnt signaling during craniofacial development.

**Figure 5.**
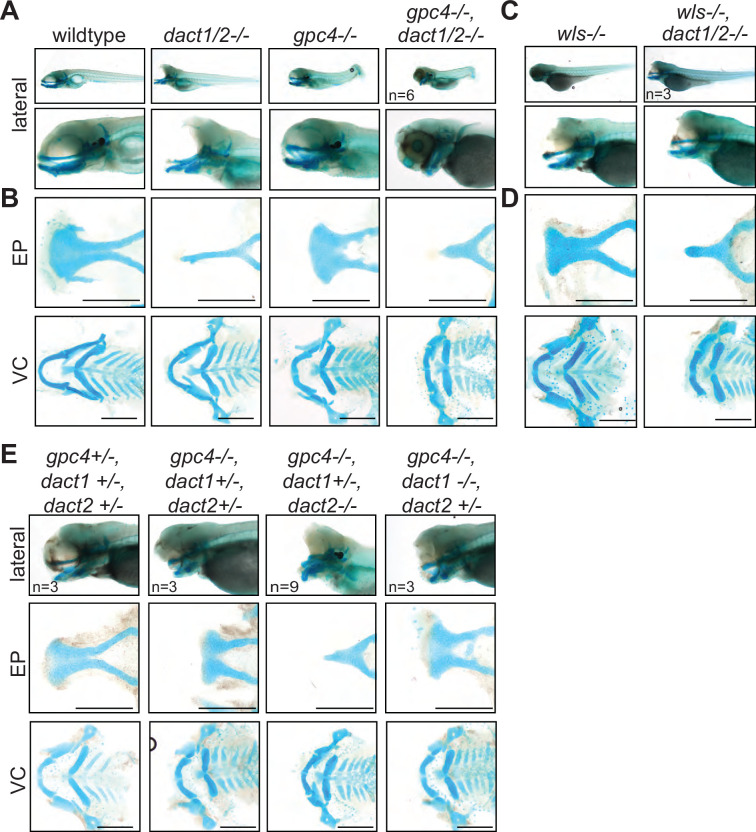
A nonoverlapping functional role for *dact1*, *dact2*, and *gpc4* and *wls*. (**A**) Representative Alcian blue stained wholemount images of wildtype, *dact1/2−/−* double mutant, *gpc4−/−* mutant, and *gpc4/dact1/2−/−* triple mutants at 4 dpf. Low magnification lateral images of embryos showing tail truncation in *dact1/2−/−* mutants, shortened and kinked tail in *gpc4−/−* mutants, and a combinatorial effect in *gpc4/dact1/2−/−* triple mutants. Higher magnification lateral images show a shortened midface and displaced lower jaw in *dact1/2−/−* mutants, a shortened midface in *gpc4−/−* mutant, and a combinatorial effect in *gpc4/dact1/2−/−* triple mutants. (**B**) Representative flat-mount images of dissected Alcian blue-stained cartilage elements. *dact1/2−/−* mutants have a narrow rod-shaped ethmoid plate (EP) while *gpc4−/−* mutants have a broad and shortened EP. *dact1/2/gpc4* triple mutants have a combinatorial effect with a short, broad rod-shaped EP. In ventral cartilages (VC), *dact1/2−/−* mutants have a relatively normal morphology while Meckel’s cartilage in *gpc4−/−* mutants and *gpc4/dact1/2−/−* triple mutants is truncated. (**C, D**) Same as above except *wls−/−* mutant and *wls/dact1/2−/−* triple mutant, with similar findings. (**E**) Combinatorial genotypes of *dact1*, *dact2*, and *gpc4. dact2*−/− contributed the *dact/gpc4* compound phenotype while *dact1−/−* did not. Scale bar: 200 μm.

As we analyzed the subsequent genotypes of our *dact1/dact2/gpc4* triple heterozygote in-cross we gleaned more functional information about *dact1* and *dact2*. We found that *dact1* heterozygosity in the context of *dact2−/−; gpc4−/−* was sufficient to replicate the triple *dact1/dact2/gpc4* homozygous phenotype (Figure 5E). In contrast, *dact2* heterozygosity in the context of *dact1−/−; gpc4−/−* double mutant produced ANC in the opposite phenotypic spectrum of ANC morphology, appearing similar to the *gpc4−/−* mutant phenotype (Figure 5E). These results show that *dact1* and *dact2* do not have redundant function during craniofacial morphogenesis, and that *dact2* function is more indispensable than *dact1*. These results also suggest that *dact1* and *gpc4* may have overlapping roles in craniofacial development.

### *dact1/2* and *gpc4* regulate axis extension via overlapping and distinct cellular pathways

Our analyses of axis extension and the hallmarks of a CE defect (namely decreased length and increased width between early tissues) demonstrate that *dact1* and/or *dact2* are required for CE and anterior–posterior axis lengthening during gastrulation (Figure 3). An axis lengthening and CE defect has also been described in *gpc4* (aka kny) mutants (Topczewski et al., 2001). We also observe a defect in axis lengthening in *gpc4−/−* in our hands (representative image Figure 6A) that is grossly similar to the *dact1/2−/−* mutants. Interestingly, the midfacial hypoplasia of the *wnt11f2* (slb) mutant has been attributed to a defect in axis extension and anterior neural plate patterning (Heisenberg and Nüsslein-Volhard, 1997), whereas defective axis extension does not lead to midfacial hypoplasia in the *gpc4−/−* mutant. Therefore, we hypothesized that by comparing and contrasting the gene expression changes in *dact1/2* versus *gpc4* mutants during axis extension we could identify cell programs specifically responsible for the anterior axis defect and subsequent midfacial hypoplasia. We performed single-cell transcriptional analysis to compare *dact1/2* mutants, *gpc4* mutants, and wildtype embryos during the segmentation stage. 

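Each of the 10 embryos (4 wildtype, 3 dact1/2 mutant and 3 gpc4 mutant) was dissociated on its own and gave its own library, so the embryo is the replicate. The paper gives the stage as 4 ss, while the sample labels give 3. The authors counted unique molecular identifiers (UMIs) per gene and droplet on the zebrafish genome build GRCz11, and they deposited these counts without normalization and before their quality control. The criteria of the methods were applied to the deposited counts, and the numbers of cells and genes they kept are given with the methods. After these criteria, wildtype embryos held between 11112409 and 14771407 UMIs (median 12519282.5), dact1/2 mutants between 11407905 and 18839132 (median 17172986) and gpc4 mutants between 10168109 and 13983080 (median 12326165). The median number of UMIs per cell was 10968 in wildtype replicate 1, 8461 in replicate 2, 4221 in replicate 3 and 11027 in replicate 4. It lay between 4779.5 and 5679 in dact1/2 mutants and between 4304 and 7466.5 in gpc4 mutants.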

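For comparisons of expression, the UMI counts of all cells of a lineage were summed per embryo. Genes kept by the filter on low counts of edgeR were tested with its quasi-likelihood test after TMM normalization, with Benjamini-Hochberg (BH) adjustment over all genes tested. A gene was called at an adjusted p under 0.1 and an absolute log2 fold change above 0.58, which are the thresholds of the methods. DESeq2 with apeglm shrinkage, the tool that the methods name, was run as an alternative. By library names, its only link to the samples, Figure 7A shows 3 of the 4 wildtype embryos, replicates 2, 3 and 4. The paper's text gives no reason for the absence of replicate 1. Comparisons of expression within lineages were therefore made first with the 3 wildtype embryos of Figure 7A and then with all 4. Values per embryo are given as CPM, the UMIs of a gene scaled to the total of the embryo in that sum, and are called normalized where the TMM factors were applied.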

Single-cell encapsulation and barcoded cDNA libraries were prepared from individual dissociated 4 ss wildtype, *dact1/2−/−* compound mutant and *gpc4−/−* mutant embryos using the 10X Genomics Chromium platform and Illumina next-generation sequencing. 

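The targeted genes were examined first, in counts summed over each whole embryo, as a check of the sample labels. Normalized dact1 (ENSDARG00000101635) was 6.89 ± 0.80 CPM in wildtype (SD, n = 4), 2.98 ± 0.32 in dact1/2 mutants (n = 3, exact permutation p = 0.0286) and 6.37 ± 0.79 in gpc4 mutants (n = 3, exact p = 0.457). For gpc4 (ENSDARG00000015472) the values were 59.7 ± 13.1 CPM in wildtype (SD, n = 4), 54.5 ± 3.64 in dact1/2 mutants (n = 3, exact p = 0.686) and 16.2 ± 1.88 in gpc4 mutants (n = 3, exact p = 0.0286). Every mutant embryo lay below every wildtype embryo for both of these losses. The RNA of dact2 (ENSDARG00000056986) did not differ, at 57.5 ± 20.4 CPM in wildtype (SD, n = 4), 51.8 ± 5.09 in dact1/2 mutants (n = 3, exact p = 0.857) and 56.9 ± 2.88 in gpc4 mutants (n = 3, exact p = 0.914). These permutation tests were two-sided, 4 embryos against 3 cannot give a p below 0.0286, and BH adjustment over the 10 comparisons made of this kind brings the smallest exact p to 0.0952. Between 34 and 118 UMIs per embryo were counted for dact1, between 544 and 1299 for dact2 and between 137 and 1164 for gpc4. Wildtype replicate 1 had the wildtype level of both genes that were lost, with 7.93 CPM of dact1 and 78.2 of gpc4.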

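Distances between embryos were then taken over log2 CPM of the 2000 most variable genes. The mean distance between embryos of different genotype exceeded that between embryos of the same genotype by 4.81 (one-sided exact permutation p = 0.0181 over all 4200 assignments of the genotypes). Of the alternatives other than leaving out an embryo, sums over the lateral plate mesoderm moved this most, to 2.96 (exact permutation p = 0.110). Single embryos decided this value. It rose when any wildtype embryo was left out, most without replicate 1, to 9.43, and to 6.54, 7.09 and 6.58 without replicates 2, 3 and 4 (exact permutation p = 0.00357 in each). It lay between 2.51 and 4.47 when any of the 6 mutant embryos was left out (exact permutation p from 0.183 to 0.278). Wildtype replicate 1 lay at a mean distance of 68.8 from the other wildtype embryos, of 68.9 from dact1/2 mutants and of 71.0 from gpc4 mutants. Within the other genotype groups the mean distances were smaller, at 26.3 among wildtype replicates 2, 3 and 4, 25.8 among dact1/2 mutants and 34.8 among gpc4 mutants. Between these groups they were 34.6 from wildtype to dact1/2 mutants, 40.3 from wildtype to gpc4 mutants and 38.9 between the mutants.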

Genotyping of the embryos was not possible but quality control analysis by considering the top 2000 most variable genes across the dataset showed good clustering by genotype, indicating the reproducibility of individuals in each group. Twenty clusters were identified using Louvain clustering and identity was assigned by reviewing cluster-specific markers in light of published expression data (Farrell et al., 2018; Farnsworth et al., 2020; Bradford et al., 2022; Figure 6B, C). 

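Clustering of the kept cells at a Louvain resolution of 0.3 gave 17 clusters. The paper integrated the embryos with Harmony, which was not used here; the mean of each embryo was removed from the Pearson residuals instead. Names were given from a fixed list of markers for 20 cell classes, of which 211 of 224 gene symbols were found, and 16 clusters received a name. The largest were neural-like (2775 cells, led by en2b, mab21l2, sox21a and pax6a), epidermis-like (2028 cells, led by cldni), presomitic mesoderm-like (1875 cells, led by msgn1 and tbx16) and heart field-like (1633 cells, led by hand2). Somite-like (1114 cells), endoderm-like (864), tail bud-like (802), hematopoietic-like (740), cephalic mesoderm-like (669) and neural crest-like (624) cells followed. The smallest named clusters were vasculogenic/myeloid-like (526 cells), notochord-like (429), neural plate/spinal cord-like (382), adaxial-like (334), hatching gland-like (317) and pronephros-like (273). The remaining cluster of 1064 cells was led by nanos3, krt17 and krt5 and was left unnamed, because both periderm and germ cell markers were among its leading genes. At a resolution of 0.8 there were 27 clusters, and without removal of the embryo means there were 20. The names rest on the fixed markers alone, so a cluster here need not hold the same cells as the cluster of that name in Figure 6B.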

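The share of each of the 17 clusters among the cells of an embryo was compared between 4 wildtype and 3 mutant embryos with a two-sided exact permutation test, adjusted over clusters by the BH method. In dact1/2 mutants 0 clusters differed after adjustment and 0 at an unadjusted exact p under 0.05, where the smallest exact p was 0.286. Neural-like cells showed the largest difference, with 19.8 ± 4.73% of cells in wildtype (SD, n = 4) and 17.6 ± 3.27% in dact1/2 mutants (SD, n = 3, exact p = 0.600). In gpc4 mutants 0 clusters differed after adjustment and 2 at an unadjusted exact p under 0.05. Adaxial-like cells made up 1.46 ± 0.14% of cells in wildtype (SD, n = 4) and 2.89 ± 0.74% in gpc4 mutants (SD, n = 3), and cells of the unnamed cluster 4.67 ± 1.16% and 10.5 ± 4.22%. For both, every gpc4 mutant embryo lay above every wildtype embryo (exact p = 0.0286, adjusted p = 0.243 by the BH method). With centred log-ratios of the shares the unnamed cluster no longer differed in gpc4 mutants (exact p = 0.143). At a resolution of 0.8 its cells divided into 416 periderm-like cells (median 7895.5 UMIs), 54 germ cell-like cells (4260.5) and 594 cells (3481) of a cluster led by rrm2, aga and pax6b, genes named after their values were seen. Of these 594 cells gpc4 mutants held 410, with 154 from replicate 2 and 242 from replicate 3. At this resolution gpc4 mutants differed from wildtype by 6.06 percentage points in that cluster (exact p = 0.114) and by -6.11 in neural-like cells (exact p = 0.0571). The differences were -0.240 in periderm-like cells (exact p = 0.8) and -0.0454 in germ cell-like cells (exact p = 0.714). The 10 leading genes of the cluster led by rrm2 include 2 neural markers of the fixed list, pax6a and pax6b. However, 0 neural markers were detected there under the rule for names. These 594 cells stood outside the ectoderm sums. Whether some are neural cells, which would lower the neural-like share of gpc4 mutants, was not tested. The largest difference in gpc4 mutants was again in neural-like cells, at 12.8 ± 1.40% (SD, n = 3), or -7.04 percentage points from wildtype (exact p = 0.0571, adjusted p = 0.324 by the BH method). Neural-like cells were 16.1% of wildtype replicate 1, and with wildtype replicates 2, 3 and 4 alone their differences were -3.46 percentage points in dact1/2 mutants and -8.28 in gpc4 mutants. A test of 3 embryos against 3 cannot give an exact p below 0.1, and with these wildtype embryos 0 clusters had an unadjusted p under 0.05.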

Qualitatively, we did not observe any significant difference in cluster abundance between genotype groups (Figure 6—figure supplement 1). 

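Over the 4 wildtype embryos 363 UMIs of dact1 and 3072 of dact2 were counted. The log2 ratio of dact2 to dact1 was 3.46 in wildtype replicate 1 and 2.89, 2.72 and 2.96 in replicates 2, 3 and 4, with a mean of 3.01 ± 0.32 (SD, n = 4). A two-sided exact sign-flip permutation test gave p = 0.125, the smallest p that 4 embryos allow. Sums over the ectoderm moved the ratio most, to 2.22. The level of dact2 exceeded that of dact1 in every wildtype embryo in 15 of the 17 clusters, and in 3 of the 4 embryos in adaxial-like and hatching gland-like cells. By cluster, dact2 was highest in hematopoietic-like cells, at 154 ± 43.1 CPM (SD, n = 4), and in presomitic mesoderm-like cells, at 147 ± 21.2, and lowest in hatching gland-like cells, at 10.6 ± 12.4. The highest means of dact1 were 16.9 ± 2.61 CPM (SD, n = 4) in heart field-like and 15.5 ± 10.6 in cephalic mesoderm-like cells, and the lowest was 1.48 ± 1.71 in hatching gland-like cells. For gpc4 the means ran from 20.3 ± 17.5 CPM (SD, n = 4) in hematopoietic-like cells to 121 ± 55.2 in cephalic mesoderm-like cells.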

We found that *dact1*, *dact2*, and *gpc4* were detected at various levels across clusters, though *dact1* expression was lower than *dact2* (Figure 6D), consistent with what we observed in RNA wholemount ISH analysis (Figure 1).

**Figure 6.**
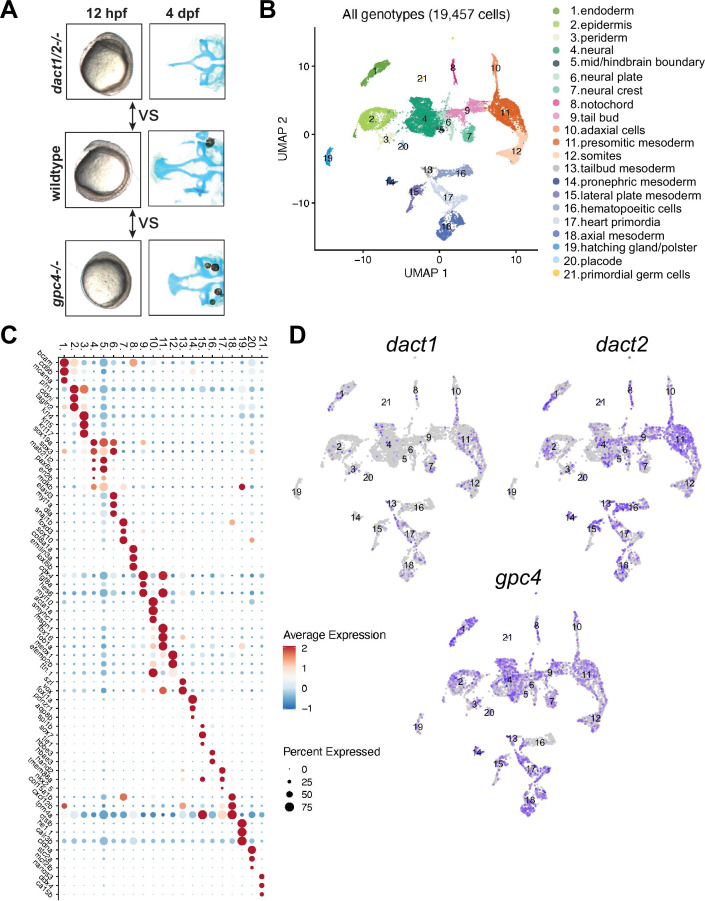
Single-cell RNAseq of 4 ss wildtype, *dact1/2−/−* mutant, and *gpc4−/−* mutants. (**A**) Summary schematic showing similar phenotypes in *dact1/2−/−* and *gpc4−/−* mutants at 12 hpf and divergent phenotypes at 4 dpf. Single-cell RNAseq was performed during axis extension to compare and contrast *dact1/2−/−* and *gpc4−/−* transcriptional programs. Uniform manifold approximation and projection (UMAP) showing cluster identification. (**B**) UMAP of cell clusters identified by single-cell RNAseq. (**C**) Dot plot showing the most differentially expressed genes between clusters. (**D**) UMAP showing *dact1*, *dact2*, and *gpc4* expression in wildtype embryos.

**Figure 6—figure supplement 1.**
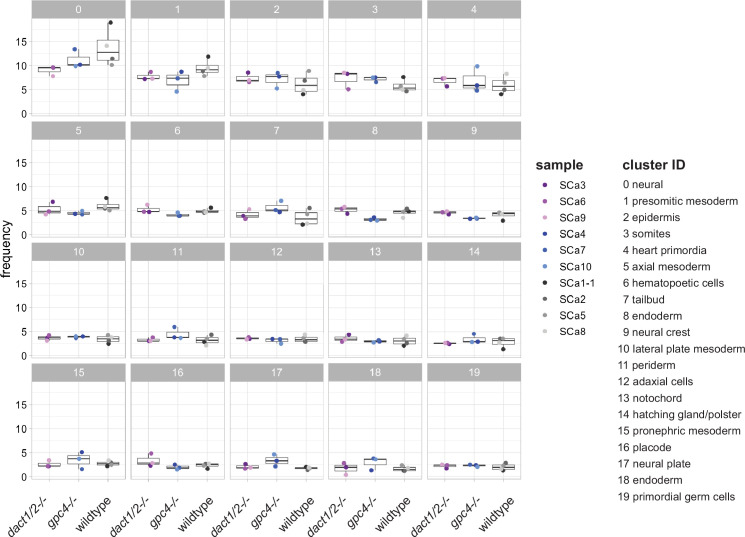
Cluster abundance across genotype groups. Scatter box plots showing the frequency of each identified cell cluster between *dact1/2−/−*, *gpc4−/−*, and wildtype samples.

To assess the relative differences in gene expression between genotype groups, we merged clusters into broader cell lineages: ectoderm, axial mesoderm, and paraxial mesoderm (Figure 7A). We focused on these cell types because they contribute significantly to CE processes and axis establishment. For each of these cell lineages, we performed independent pseudo-bulk differential expression analyses (DEA) of wildtype versus *dact1/2−/−* mutant and wildtype vs. *gpc4−/−* mutant (Figure 7A). 

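The lineages were rebuilt from the named clusters by the lists of the methods, so ectoderm held neural-like, neural plate/spinal cord-like and neural crest-like cells but no epidermis-like cells. Lateral plate mesoderm is used below for the lineage that the paper also calls axial or ventral mesoderm. UMIs per embryo in ectoderm ranged from 3114776 to 3847117 in wildtype, from 2936699 to 6382392 in dact1/2 mutants and from 2207933 to 3832803 in gpc4 mutants. The ranges were 2063930 to 3333768, 2465723 to 3253391 and 1892395 to 2858724 in paraxial mesoderm, and 1860355 to 2883566, 2223573 to 3038006 and 2083114 to 2937436 in lateral plate mesoderm, in the same order. Against wildtype replicates 2, 3 and 4, dact1/2 mutants had 207 DEGs in ectoderm (105 higher and 102 lower, of 10340 genes tested), 108 in paraxial mesoderm (76 and 32, of 9107) and 195 in lateral plate mesoderm (112 and 83, of 10041). In gpc4 mutants there were 210 in ectoderm (97 and 113, of 10179), 177 in paraxial mesoderm (110 and 67, of 8993) and 207 in lateral plate mesoderm (117 and 90, of 10062). As a ratio, the alternatives that add wildtype replicate 1 moved these counts most. With all 4 wildtype embryos the DEGs in ectoderm, paraxial mesoderm and lateral plate mesoderm numbered 7, 2 and 3 in dact1/2 mutants and 14, 10 and 10 in gpc4 mutants, each of them also called without replicate 1 and in the same direction. The filter on low counts moved them most in number, and without it dact1/2 mutants had 528, 521 and 508 DEGs and gpc4 mutants 519, 642 and 602. With all 4 wildtype embryos between 627 and 818 genes per comparison had an unadjusted p under 0.05. With DESeq2 and apeglm on wildtype replicates 2, 3 and 4, the DEGs of dact1/2 mutants numbered 96 in ectoderm and 56 in lateral plate mesoderm, and those of gpc4 mutants 90 and 123. Paraxial mesoderm changed less, with 98 DEGs in dact1/2 mutants and 146 in gpc4 mutants by DESeq2 without apeglm.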

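The gene with the smallest p among the higher DEGs of gpc4 mutants was aga (ENSDARG00000004889) in all 3 lineages, with log2 fold changes of 3.66 in ectoderm (adjusted p = 1.9e-08), 3.47 in paraxial mesoderm (adjusted p = 4.8e-06) and 3.45 in lateral plate mesoderm (adjusted p = 1.8e-07) by edgeR. Transcripts of gpc4 itself were lower in these lineages, by log2 fold changes of -1.42 in ectoderm (adjusted p = 3.7e-04) and -1.65 in paraxial mesoderm (adjusted p = 0.00491), and from 69.4 to 17.3 CPM in lateral plate mesoderm (adjusted p = 4.1e-05 by edgeR). Both genes were also called in all 3 lineages with all 4 wildtype embryos. Among the genes with the smallest p in dact1/2 mutants, gpx1b was higher in ectoderm, with a log2 fold change of 2.29 (adjusted p = 4.4e-04 by edgeR), and was called with either set of wildtype embryos. Others followed wildtype replicate 1. In ectoderm, zgc:65851 averaged 3.76 CPM in wildtype replicates 2, 3 and 4 and 24.9 in dact1/2 mutants, but it was at 65.7 CPM in wildtype replicate 1. The corresponding values of hspb1 (ENSDARG00000041065) were 764, 1506 and 2867 CPM, and those of ablim1b, a lower DEG, were 17.0, 0.70 and 6.15 CPM. Transcripts of dact1 were called in the lateral plate mesoderm of dact1/2 mutants, with a log2 fold change of -1.14 (SE 0.30, adjusted p = 0.0881 by edgeR). The genes named here for a small p were taken among those whose values do not overlap between the 3 mutant and the 3 wildtype embryos, a separation that chance gives 10% of genes.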

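In the comparisons with wildtype replicates 2, 3 and 4, 33 genes of ectoderm (16 higher and 17 lower), 33 of paraxial mesoderm (28 and 5) and 37 of lateral plate mesoderm (20 and 17) were called in the same direction in dact1/2 and gpc4 mutants. Genes called in opposite directions numbered 1, 0 and 2. The comparisons of both mutants use the same wildtype embryos, so 20 simulations of unchanged mutants were made, which gave at most 1 shared gene in each lineage but also called few genes. In 20 others the fold changes of the called genes of each mutant were moved to other genes, independently for each mutant. These gave at most 12 shared genes in ectoderm, 6 in paraxial mesoderm and 8 in lateral plate mesoderm, and they were designed after the values were seen. The shared DEGs with all 4 wildtype embryos numbered 2 in ectoderm, 1 in paraxial mesoderm and 1 in lateral plate mesoderm. Among the shared genes with wildtype replicates 2, 3 and 4, BX284696.1 (ENSDARG00000099710) and mdkb (ENSDARG00000020708) were higher in all 3 lineages, and they are named here after their values were seen. With all 4 wildtype embryos 0 higher genes were shared in paraxial mesoderm, so neither was shared in all 3 lineages. For mdkb the log2 fold changes in ectoderm, paraxial mesoderm and lateral plate mesoderm were 0.86, 1.47 and 1.61 in dact1/2 mutants and 0.85, 1.28 and 1.44 in gpc4 mutants. In the ectoderm, BX284696.1 had 1 UMI in wildtype replicates 2, 3 and 4 together and 177 in dact1/2 mutants. Of the shared genes of paraxial mesoderm, actc1b, acta1b and myl13 also lead the adaxial-like cluster, a part of that lineage. Adaxial-like cells made up 1.41 ± 0.12% of cells in these wildtype embryos, 1.89 ± 0.74% in dact1/2 mutants and 2.89 ± 0.74% in gpc4 mutants (SD, n = 3 each). The mix of cells within the lineage may therefore contribute to these calls, which was not tested.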

In all three cases, we found differentially expressed genes (DEGs) that were commonly in *dact1−/−;dact2−/−* and *gpc4−/−* mutant relative to wildtype (Figure 7B). To address the hypothesis that *dact1* and *dact2* regulate molecular pathways distinct from those regulated by *gpc4* we also identified genes that were differentially expressed only in *dact1/2−/−* mutants or only in *gpc4−/−* mutants (Figure 7B). 

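Genes called in dact1/2 mutants and not in gpc4 mutants numbered 173 in ectoderm, 75 in paraxial mesoderm and 156 in lateral plate mesoderm. Those called only in gpc4 mutants numbered 176, 144 and 168. The difference between the mutants was tested directly, with all 10 embryos in one edgeR fit. This test called 18 genes in ectoderm (12 higher and 6 lower in dact1/2 mutants), 20 in paraxial mesoderm (14 and 6) and 24 in lateral plate mesoderm (16 and 8). Of the genes called only in dact1/2 mutants, 3 in ectoderm, 3 in paraxial mesoderm and 6 in lateral plate mesoderm were called between the mutants, while 68, 24 and 53 had an unadjusted p under 0.05 there. Of those called only in gpc4 mutants, 12, 12 and 14 were called between the mutants and 106, 74 and 88 had an unadjusted p under 0.05. A single embryo decided these numbers, since without wildtype replicate 1 the genes called between the mutants were 273 in ectoderm, 100 in paraxial mesoderm and 236 in lateral plate mesoderm. When the 6 mutant embryos alone were fitted they were 204, 68 and 195, and with the replicate number as a block, an alternative chosen after the values were seen, 281, 218 and 335.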

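No Gene Ontology table was used here, and sets of genes were defined by symbol instead. Enrichment was computed by a one-sided Fisher's exact test against all genes tested in the 3 lineages. The intermediate filament set had 7 of the 419 DEGs of gpc4 mutants in any lineage (cyt1, cyt1l, krt17, krt18a.1, krt5, krt8 and krt92), against 19 of the 11212 genes tested (odds ratio 15.3, Fisher's exact p = 3.3e-06). In dact1/2 mutants it had 8 of the 389 DEGs (cyt1, cyt1l, krt18a.1, krt5, krt8, krt92, krt94 and krt99), against 20 of 11276 (odds ratio 19.0, Fisher's exact p = 1.6e-07). Of these genes 6 were called in both mutants. No gene of the set (0) was called in either mutant with all 4 wildtype embryos. All 7 genes called in gpc4 mutants belong to a list of 12 periderm transcripts that were also higher in hematopoietic-like cells of these mutants, by a median log2 change of 2.77, and in those of dact1/2 mutants by 1.62. The peptidase set had 3 of the 207 DEGs of dact1/2 mutants in ectoderm (capn8, ctslb and he1.2), against 144 of the 10340 genes tested (odds ratio 1.04, Fisher's exact p = 0.554), and 1 of the 210 DEGs of gpc4 mutants (casp20).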

Functional analysis of these DEGs found unique enrichment of intermediate filament genes in *gpc4−/−* whereas *dact1/2−/−* mutants had enrichment for pathways associated with proteolysis (Figure 7C, Figure 7—figure supplement 1). 

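A calcium-binding set defined by symbol had 11 of the 389 DEGs of dact1/2 mutants in any of the 3 lineages, against 151 of 11276 genes tested (odds ratio 2.23, one-sided Fisher's exact p = 0.0154). These were anxa1c, capn8, cdh17, cdh29, cdh5, gsnb, myl13, myl9b, rcn2, s100u and scinlb. In gpc4 mutants 15 of 419 DEGs were in the set, against 158 of 11212 genes tested (odds ratio 2.77, Fisher's exact p = 8.4e-04). These were anxa1a, anxa1c, calr, celsr2, cetn3, chp2, cib1, efcab1, fbln2, icn, myl13, myl6, pcdh12, pvalb2 and scinlb. The genes anxa1c, myl13 and scinlb were called in both mutants, of which anxa1c is also in the list of periderm transcripts, 8 genes only in dact1/2 mutants and 12 only in gpc4 mutants. Among the shared ones, myl13 also leads the adaxial-like cluster. With all 4 wildtype embryos the set held 1 of 9 DEGs in dact1/2 mutants, which was capn8 (odds ratio 9.29, Fisher's exact p = 0.114), and 0 of 22 in gpc4 mutants (Fisher's exact p = 1). Single wildtype embryos decided both results, since the odds ratio was 1.85 in dact1/2 mutants without replicate 4 (Fisher's exact p = 0.117) and 1.02 in gpc4 mutants without replicate 2 (Fisher's exact p = 0.589).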

Enrichment for pathways associated with calcium-binding were found in both *gpc4−/−* and *dact1/2−/−*, although the specific DEGs were distinct (Figure 7—figure supplement 1). We performed functional analyses specifically for genes that were differentially expressed in *dact1/2−/−* mutants, but not in *gpc4−/−* mutants, and found enrichment in pathways associated with proteolysis (Figure 7C) suggesting a novel role for Dact in embryogenesis.

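Among the 173 ectoderm DEGs of dact1/2 mutants that were not called in gpc4 mutants, the 3 peptidase genes gave an odds ratio of 1.25 (one-sided Fisher's exact p = 0.434). The cysteine peptidases among them, capn8 and ctslb, compared with 70 of the 10340 genes tested (odds ratio 1.74, Fisher's exact p = 0.328). Over the alternatives other than leaving out an embryo, Fisher's exact p ran from 0.00430 to 1 for peptidases and from 2.9e-04 to 1 for cysteine peptidases. When a gene also counted as a member through a synonym of its symbol, 8 of the 173 were peptidases (odds ratio 3.33), which gave the lowest p of both ranges. The 5 additional genes (si:dkey-239j18.2, si:dkey-26g8.5, zgc:174855, zgc:174153 and si:dkey-269i1.4.1) all carry the synonym ctsl, and reads can be shared between such close copies, so their separate counts are uncertain. All of the 8 except capn8 were among the 10 leading genes of the hatching gland-like cluster, whose leading genes were also higher in both mesoderm lineages of these mutants. Under the fits with all 4 wildtype embryos 0 of the 5 genes called only in dact1/2 mutants were peptidases. From the enrichment of proteolysis among the DEGs of dact1/2 mutants alone, the paper proposes a role for Dact in embryogenesis.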

**Figure 7.**
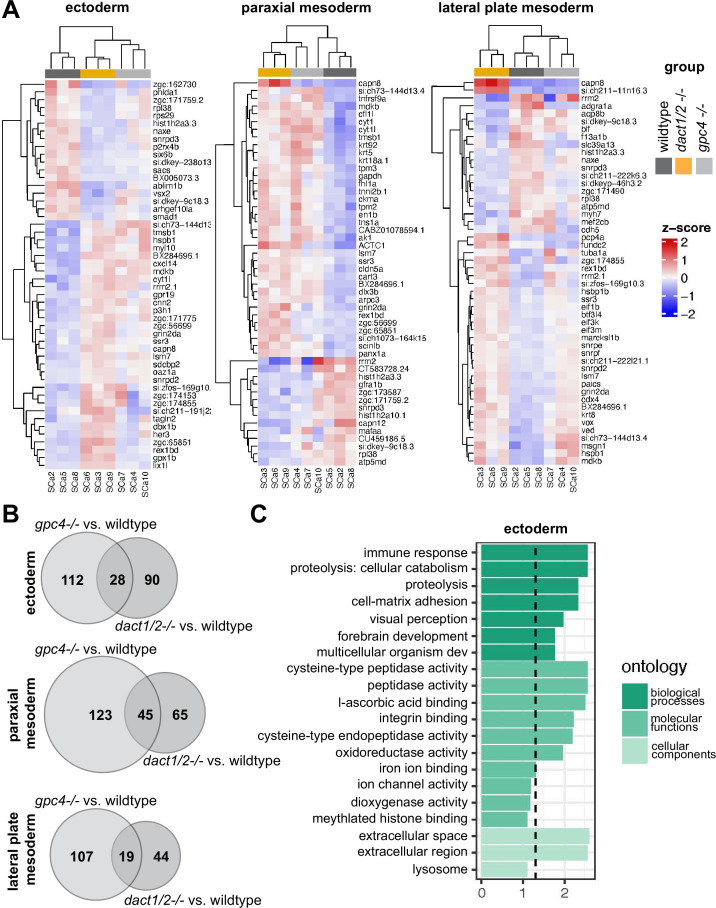
Pseudobulk differential expression analysis of single-cell RNAseq data. (**A**) Heatmaps showing the 50 most differentially expressed genes (DEGs) in 3 major cell types; ectoderm (clusters 4, 5, 6, 7), paraxial mesoderm (clusters 10, 11, 12), and lateral plate mesoderm (clusters 15, 16, 17,18) between *dact1/2−/−* mutants and wildtype and *gpc4−/−* mutants and wildtype. (**B**) Venn diagrams showing unique and overlapping DEGs in *dact1/2−/−* and *gpc4−/−* mutants. (**C**) Gene Ontology (GO) analysis of *dact1/2−/−* mutant-specific DEGs in ectoderm showing enrichment for proteolytic processes.

**Figure 7—figure supplement 1.**
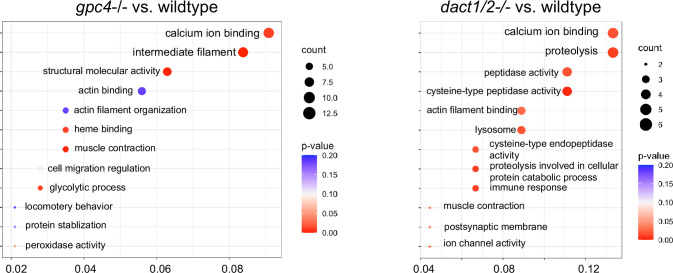
Loss of *gpc4* and loss of *dact1/2* lead to distinct changes in gene expression profiles but with some overlapping functions. Gene Ontology (GO) analysis of differentially expressed genes (DEGs) identified between *gpc4*−/− and wildtype embryos and *dact1/2*−/− and wildtype embryos found changes in calcium ion binding and actin interaction in both mutants.

Interrogation of *dact1/2−/−* mutant-specific DEGs found that the calcium-dependent cysteine protease *calpain 8* (*capn8*) was significantly overexpressed in *dact1/2−/−* mutants in paraxial mesoderm (103-fold), axial mesoderm (33-fold), and in ectoderm (3-fold; Figure 7A). 

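Counts of capn8 (ENSDARG00000055715) over all wildtype embryos came to 38 UMIs in ectoderm, 14 in paraxial mesoderm and 11 in lateral plate mesoderm, and in dact1/2 mutants to 132, 435 and 757. In ectoderm its normalized level was 2.67 ± 1.40 CPM in wildtype replicates 2, 3 and 4 (SD, n = 3), 2.24 in wildtype replicate 1 and 9.37 ± 1.06 in dact1/2 mutants (SD, n = 3). This is a fold of 3.37 (log2 fold change 1.75, SE 0.31, adjusted p = 0.0170 by edgeR), with every mutant embryo above every wildtype embryo. In paraxial mesoderm the values were 1.31 ± 1.09 CPM (SD, n = 3), 1.43 and 55.0 ± 18.5 (SD, n = 3), a fold of 38.9 (log2 fold change 5.28, SE 0.42, adjusted p = 1.5e-04 by edgeR). In lateral plate mesoderm they were 1.29 ± 0.73 CPM (SD, n = 3), 0.37 and 96.1 ± 18.6 (SD, n = 3), a fold of 68.4 (log2 fold change 6.10, SE 0.28, adjusted p = 2.9e-08 by edgeR). The log2 fold changes with all 4 wildtype embryos were 1.83 in ectoderm (adjusted p = 0.221, no longer called), 5.28 in paraxial mesoderm (adjusted p = 6.8e-04) and 6.40 in lateral plate mesoderm (adjusted p = 5.0e-05 by edgeR). Over the alternatives set for it other than leaving out an embryo, the adjusted p in ectoderm ranged from 2.5e-06 to 0.589. In a direct comparison of dact1/2 with gpc4 mutants, in the fit of all 10 embryos, capn8 was higher in paraxial mesoderm (log2 fold change 3.76, adjusted p = 0.00244) and lateral plate mesoderm (5.67, adjusted p = 5.9e-05 by edgeR). It was not called in ectoderm (0.68, adjusted p = 0.654 by edgeR). There every dact1/2 mutant embryo (7.83 to 10.0 CPM, without TMM scaling) lay above every gpc4 mutant embryo (4.08 to 7.63 CPM), so this fit does not show equal levels. The wildtype counts in mesoderm are so low that the size of these folds depends on few UMIs. Over the whole embryo normalized capn8 was 10.4 ± 3.85 CPM in wildtype (SD, n = 4) and 46.1 ± 4.82 in dact1/2 mutants (SD, n = 3). RNA set free from other cells may therefore contribute to the smaller rise in ectoderm, which was not tested. Neural-like cells, a part of this ectoderm, serve below as the comparison for such RNA.

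**Figure D1:**
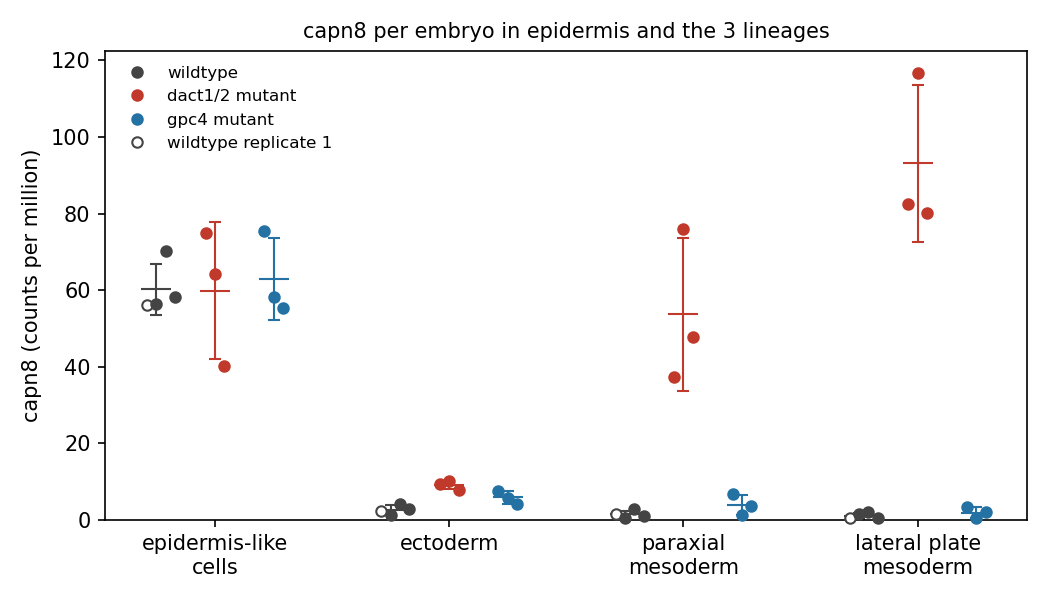
Expression of capn8 in each embryo, as CPM of the UMIs summed per lineage and in epidermis-like cells, without TMM scaling. Each circle is an embryo, the open circle is wildtype replicate 1, and bars give the mean and SD of a group (n = 4 wildtype embryos with replicate 1, n = 3 of each mutant). The 3 dact1/2 mutant embryos lie above all wildtype embryos in the 3 lineages, while in epidermis-like cells all wildtype embryos lie within the range of dact1/2 mutants (40.1 to 75.0 CPM).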

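Expression of capn8 was next measured in each of the 17 clusters, as CPM of the counts summed per embryo and as the share of cells with at least 1 UMI after every cell was thinned to 1500 UMIs. In epidermis-like cells it was 60.3 ± 6.67 CPM in wildtype (SD, n = 4) and 59.8 ± 17.9 in dact1/2 mutants (SD, n = 3). Cells with a UMI made up 8.02% of these cells in wildtype and 11.0% in dact1/2 mutants (two-sided exact permutation p = 0.2), or 38.9% and 33.3% before thinning, at median depths of 7720 and 5357 UMIs.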

We also found that loss of *dact1/2* causes significant changes to *capn8* expression pattern (Figure 8A). Whereas *capn8* gene expression is principally restricted to the epidermis of wildtype embryos, loss of *dact1/2* leads to significant expansion of ectopic *capn8* gene expression in broader cell types such as in mesodermal tissues (Figure 8A). 

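Of the 550 capn8 UMIs of wildtype embryos, 425 were in epidermis-like cells. In 10 of the 17 clusters, every dact1/2 mutant embryo had a higher share of cells with a capn8 UMI than every wildtype embryo after thinning (two-sided exact permutation p = 0.0286 in each, adjusted p = 0.0486 by the BH method). These were the 8 clusters of the paraxial and lateral plate mesoderm lineages, endoderm-like cells and tail bud-like cells. Notochord-like cells were not among them (exact permutation p = 0.0571). Without thinning there were 13 such clusters, and with wildtype replicates 2, 3 and 4 alone there were 12. In hematopoietic-like cells capn8 had 0 UMIs in 201 wildtype cells, which allows a share of up to 1.49%, and 102 ± 29.9 CPM in dact1/2 mutants (SD, n = 3), where 13.2% of cells had a UMI after thinning and 32.3% before. The level in heart field-like cells was 1.21 CPM in wildtype and 100.1 ± 26.5 in dact1/2 mutants (SD, n = 3), with 0.114% and 12.9% of cells after thinning and 0.733% and 27.3% before, at median depths of 7123 and 4611 UMIs. In somite-like cells it was 0.852 CPM in wildtype and 71.7 ± 25.5 in dact1/2 mutants (SD, n = 3), with 0.145% and 10.7% of cells after thinning and 0.626% and 27.2% before. Neural-like cells served as the comparison for free RNA, with 1.96 ± 1.09 CPM in wildtype (SD, n = 4) and 7.33 ± 2.27 in dact1/2 mutants (SD, n = 3). Their share of cells with a UMI was 0.409% and 0.884% after thinning (exact permutation p = 0.229) and 1.98% and 5.46% before, at median depths of 7094 and 5779.5 UMIs. The shares given for mesoderm were above this level in dact1/2 mutants. In wildtype those of heart field-like and somite-like cells were below it. For hematopoietic-like cells the bound of 1.49% lies below the wildtype level of 1.98% before thinning, but not below the 0.409% after it.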

We corroborated this finding with wholemount RNA ISH for *capn8* expression in wildtype versus *dact1/2*−/− 12 hpf embryos (Figure 8B). The expression of *smad1* was found to be decreased uniquely in the ectoderm of *dact1/2*−/− embryos relative to wildtype (Figure 7A), however this finding was not investigated further.

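Normalized smad1 (ENSDARG00000027199) in ectoderm was 48.6 ± 2.97 CPM in wildtype replicates 2, 3 and 4 (SD, n = 3) and 27.9 ± 3.46 in dact1/2 mutants (SD, n = 3), lower in each mutant embryo than in each of these wildtype embryos. The log2 fold change was -0.83 (SE 0.14, adjusted p = 0.00906 by edgeR). Wildtype replicate 1 was at 15.9 CPM, below all of the mutants, and with all 4 wildtype embryos the log2 fold change was -0.55 and no longer called (adjusted p = 0.813 by edgeR). Over the alternatives set for it other than leaving out an embryo, the adjusted p ranged from 1.2e-05 to 0.912. In paraxial mesoderm the log2 fold change was -0.07 (adjusted p = 0.918) and in lateral plate mesoderm -0.31 (adjusted p = 0.462 by edgeR). The level in the ectoderm of gpc4 mutants was 35.9 ± 2.47 CPM (SD, n = 3), a log2 fold change of -0.43 that was not called (adjusted p = 0.108 by edgeR). A direct test of dact1/2 against gpc4 mutants in ectoderm gave a log2 fold change of -0.39 (adjusted p = 0.871 by edgeR).

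**Figure D2:**
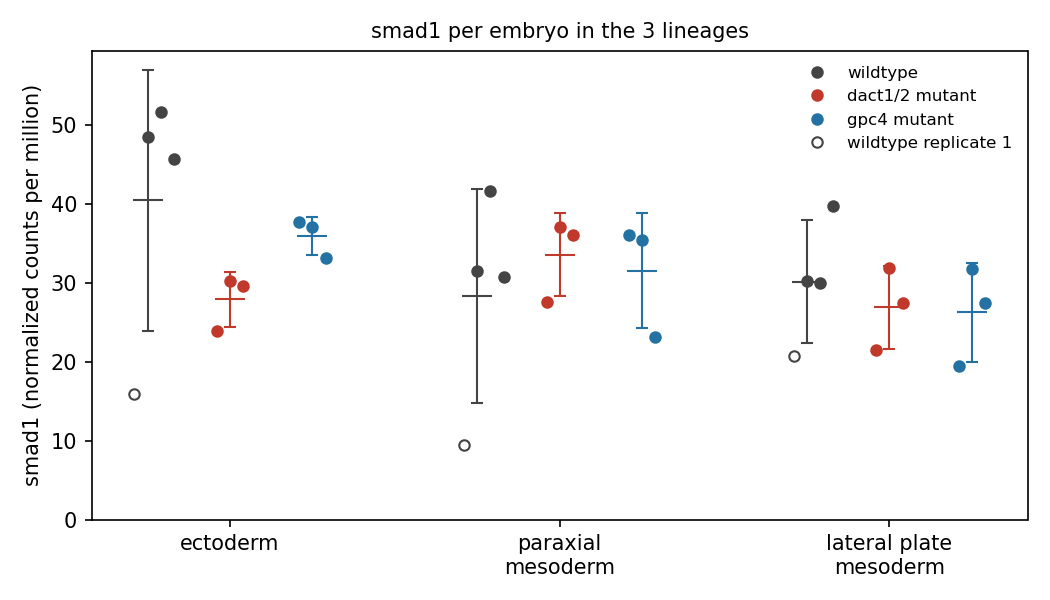
Expression of smad1 in each embryo, in normalized CPM for each lineage. Each circle is an embryo, the open circle is wildtype replicate 1, and bars give the mean and SD of a group (n = 4 wildtype embryos with replicate 1, n = 3 of each mutant). In ectoderm, wildtype replicate 1 (15.9 CPM) lies below the mean of dact1/2 mutants (27.9 CPM) and wildtype replicates 2, 3 and 4 (mean 48.6 CPM) lie above it.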

**Figure 8.**
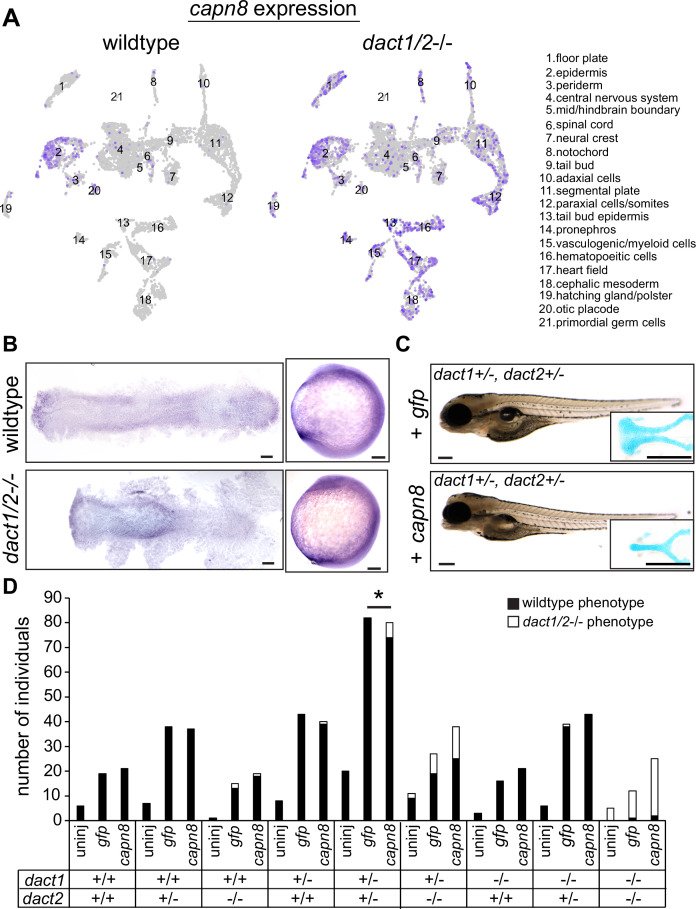
Expression of *capn8* is significantly dysregulated in *dact1/2−/−* mutants. (**A**) Single-cell RNAseq gene expression analysis of *capn8* in wildtype and *dact1/2−/−* mutants. In wildtype embryos, *capn8* expression is restricted predominantly to the epidermis whereas *capn8* is widely expressed throughout the embryo in *dact1/2−/−* mutants, especially in the mesoderm. (**B**) Wholemount in situ hybridization of *capn8* expression in wildtype and *dact1/2−/−* mutant embryos at 2 ss. Staining corroborates the single-cell RNAseq data, with expanded ectopic expression of *capn8* throughout the embryo. Flat mounts are oriented anterior to the left. Scale bar: 100 μm. (**C**) Brightfield images and Alcian blue staining of the ethmoid plate show ectopic expression of *capn8* mRNA (200 pg) at the 1 cell stage in *dact1+/-*,*dact2+/-* embryos recapitulates the *dact1/2−/−* compound mutant craniofacial phenotype. The mutant craniofacial phenotype did not manifest in gfp mRNA (200 pg) injected 1 cell-stage *dact1+/-*,*dact2+/-* embryos. Scale bar: 100 μm (**D**) Quantification of mutant and normal craniofacial phenotype in 4 dpf larvae after mRNA injection at the 1 cell stage. Larvae were derived from *dact1/2+/-* interbreeding. Larvae were uninjected or injected with 200 pg *gfp* control or *capn8* mRNA. A Fisher exact test showed a significant effect of *capn8* mRNA injecting in the *dact1/2* double heterozygotes. Asterisk indicates a significant difference between conditions (p = 0.013).

*Capn8* is considered a ‘classical’ calpain, with domain homology similar to *Capn1* and *Capn2* (Macqueen and Wilcox, 2014). In adult human and mouse tissue, *Capn8* expression is largely restricted to the gastrointestinal tract (Sorimachi et al., 1993; Macqueen and Wilcox, 2014), however embryonic expression in mammals has not been characterized. Proteolytic targets of Capn8 have not been identified, however, other classical calpains have been implicated in Wnt and cell–cell/ECM signaling (Konze et al., 2014), including in Wnt/Ca^+2^ regulation of CE in *Xenopus* (Zanardelli et al., 2013). To determine whether the *dact1/2−/−* mutant craniofacial phenotype could be attributed to *capn8* overexpression, we performed injection of *capn8* or *gfp* control mRNA into 1 cell-stage zebrafish embryos. In wildtype zebrafish, exogenous *capn8* mRNA caused the distinct *dact1/2*−/− craniofacial phenotype including a rod-like ANC at a very low frequency (1 in 142 injected embryos). This craniofacial phenotype was not observed in wildtype larvae, or when wildtype embryos were injected with an equal concentration of *gfp* mRNA (0 in 192 injected embryos) (data not shown). When mRNA was injected into 1 cell-stage embryos generated from *dact1/2*+/- interbreeding, *capn8* caused a significant increase in the number of larvae with the mutant craniofacial phenotype when on a *dact1/2*+/- genetic background (Figure 8D, 0.0% vs. 7.5%). We did not find an effect of exogenous *capn8* on any other genotype, including *dact1−/−,dact2+/-* which we suspect to be due to the smaller number of those individuals in our experimental population. These findings suggest a new contribution of capn8 to embryonic development as well as anterior neural plate patterning and craniofacial development. Further, the regulation of *capn8* by *dact* may be required for normal embryogenesis and craniofacial morphogenesis.

## Discussion

In this study, we examined the genetic requirement of *dact1* and *dact2* during early embryogenesis and craniofacial morphogenesis in zebrafish. Wnt signaling is central to the orchestration of embryogenesis and numerous proteins have been identified as modulators of Wnt signaling, including *Dact1* and *Dact2* (Cheyette et al., 2002). Several studies across *Xenopus*, zebrafish, and mouse have ascribed roles to *dact1* and *dact2,* including both promoting and antagonizing Wnt signaling, depending on the developmental context (Cheyette et al., 2002; Gloy et al., 2002; Waxman et al., 2004; Gao et al., 2008; Wen et al., 2010; Ma et al., 2015; Lee et al., 2018). Here, we show that *dact1* and *dact2* are required for axis extension during gastrulation and show an example of CE defects during gastrulation associated with craniofacial defects. During axis extension, we show that genetic disruption of *dact2,* but not *dact1*, resulted in a significantly shortened axis relative to wildtype. This result is similar to what was previously found using morpholinos to disrupt *dact1* and *dact2*. Interestingly, genetically disrupted mutants of *dact1* or *dact2* developed to be phenotypically normal whereas *dact1/2* compound mutants displayed a severe dysmorphic craniofacial phenotype. Again, this is largely similar to the previous morpholino study that found disruption of each gene to cause only a slight and occasional dysmorphic cranial phenotype at 24 hpf (Waxman et al., 2004). Notably, embryos injected with a mixture of *dact1* and *dact2* morpholino were not characterized after 10 ss, and the singly injected embryos were not characterized after 24 hpf (Waxman et al., 2004). Therefore, by analyzing genetic mutants of dact1 and dact2 our findings have largely validated the previous morpholino literature as well as added new data on later developmental outcomes.

The gene expression and genetic epistasis experiments carried out here support that the *dact* paralogs are not redundant and have unique functions during different stages of embryonic and larval development. We observed that *dact1* and *dact2* have distinct spatiotemporal expression patterns throughout embryogenesis, suggesting unique roles for each paralog in developmental processes. Differential expression of *Dact1* and *Dact2* was also described during odontogenesis in mice (Kettunen et al., 2010). This aligns with previous findings of differential roles of *dact1* and *dact2* in canonical versus noncanonical Wnt signaling (Waxman et al., 2004) and a specific role for *dact2*, but not *dact1*, in TGF-β signaling (Su et al., 2007; Schubert et al., 2014). However, the lack of a resultant phenotype upon genetic ablation of *dact1* or *dact2* individually suggests the capability of functional compensation. This is puzzling given their distinct expression patterns and needs to be examined further.

We found that *dact1* and *dact2* contribute to axis extension, and their compound mutants exhibit a shortened and widened body axis that is consistent with a CE defect during gastrulation. This finding aligns with previous studies that have implicated *dact1* and *dact2* in noncanonical Wnt signaling and regulation of embryonic axis extension (Waxman et al., 2004). Based on our gene expression and combinatorial genetic analyses, we offer the hypothesis that *dact1* expression in the paraxial mesoderm is required for dorsal CE during gastrulation through its role in noncanonical Wnt/PCP signaling, similar to the defect observed upon *gpc4* disruption. Conversely, we posit that *dact2* functions in the prechordal mesoderm to promote anterior migration during gastrulation, a function which has also been ascribed to *wnt11f2* (Heisenberg and Nüsslein-Volhard, 1997). It is only upon loss of both *dact1* and *dact2* functions that the axis is significantly truncated and a craniofacial malformation results. Further experiments with spatially restricted gene ablation or cell transplantation are required to test this hypothesis.

Our results underscore the crucial roles of *dact1* and *dact2* in embryonic development and suggest a connection between gastrulation movements and subsequent craniofacial morphogenesis. Our finding that in *dact1−/−;dact2−/−* compound mutants the first stream of cranial NCC migrate and contribute to the ANC, while the second stream fails to contribute suggests the possibility of an anatomical barrier to migration, rather than an autonomous defect of the cranial NCCs. Disruption of the sonic hedgehog signaling pathway in zebrafish results in a similar phenotype to *dact1/2−/−* and *wnt11f2−/−* mutants where the eyes converge medially and the EP narrows to a rod shape. Interestingly, lineage tracing analysis in hedgehog-disrupted embryos found the rod-like EP to consist solely of second stream-derived cranial NCCs (Wada et al., 2005). This is in contrast to the *dact1/2−/−* mutants, demonstrating two different cellular mechanisms that result in a similar anatomical dysmorphology. It will be important to test the generality of this phenomenon and determine if other mutants with craniofacial abnormalities have early patterning differences. Further, a temporally conditional genetic knockout is needed to definitively test the connection between early and later development.

By comparing the transcriptome across different Wnt genetic contexts, that is *gpc4*−/− with that of the *dact1/2−/−* compound mutant, we identified a novel role for *dact1/2* in the regulation of proteolysis, with significant misexpression of *capn8* in the mesoderm of *dact1/2−/−* mutants. Although at a very low frequency, ectopic expression of *capn8* mRNA recapitulated the *dact1/2−/−* mutant craniofacial phenotype, suggesting that inhibition of *capn8* expression in the mesoderm by dact is required for normal morphogenesis. Genes involved in calcium ion binding were also differentially expressed in the *dact1/2−/−* mutants and we predict that altering intracellular calcium handling in conjunction with *capn8* overexpression would increase the frequency of the recapitulated *dact1/2−/−* mutant phenotype.

Capn8 is described as a stomach-specific calpain and a role during embryogenesis has not been previously described. Calpains are typically calcium-activated proteases and it is feasible that Capn8 is active in response to Wnt/Ca^2+^ signaling. A close family member, Capn2 has been found to modulate Wnt signaling by degradation of beta-catenin (Zanardelli et al., 2013; Konze et al., 2014). Our findings suggest that dact-dependent suppression of *capn8* expression is necessary for normal embryogenesis and craniofacial morphogenesis, further expanding the functional repertoire of *dact1/2*. Continued research is required to test a direct regulatory role of dacts on *capn8* expression. While our data suggests an interaction between dact signaling and capn8 function, we did not find capn8 overexpression to be wholly sufficient to cause the rod-like EP phenotype, Further, we did not test the necessity of *capn8* for craniofacial development in this study. This study does however identify capn8 as a novel embryonic gene warranting further investigation into its role during embryogenesis, with possible implications for known craniofacial or other disorders. Recently, Capn8 has been implicated in EMT associated with cancer metastasis (Zhong et al., 2022; Song et al., 2024) and *Xenopus* capn8 was found to be required for cranial NCC migration (Cousin et al., 2011) which further supports a role of *capn8* in cranial NCC migration and craniofacial morphogenesis.

Another gene identified in our single-cell RNA sequencing data to be differentially expressed in the *dact1/22−/−* but not the *gpc4−/−* embryos was *smad1*. Smad1 acts in the TGF-β signaling pathway and dact2 has been described to inhibit TGF-β and Nodal signaling by promoting the degradation of Nodal receptors (Zhang et al., 2004; Su et al., 2007; Meng et al., 2008; Kivimäe et al., 2011). Zebrafish Nodal pathway mutants (*cyc/ndr2*, *oep/tdgf1*, *sqt/ndr1*) exhibit medially displaced eyes (Hatta et al., 1991; Brand et al., 1996; Heisenberg and Nüsslein-Volhard, 1997; Feldman et al., 1998; Zhang et al., 1998) and it is robustly feasible that dysregulation of TGF-β signaling in the *dact1/2*−/− mutant contributes to the craniofacial phenotype. Future research will examine the role of *dact1* and *dact2* in the coordination of Wnt and TGF-β signaling and the importance of this coordination in the context of craniofacial development. Of note, Sonic Hedgehog (shh) signaling is a principal regulator to the vertebrate midline (Chiang et al., 1996; Ribes et al., 2010), and important in the development of the zebrafish floorplate (Halpern et al., 1997; Odenthal et al., 2000). Mutants with disrupted *shh* expression or signaling (*cyc/ndr2*, *smo*, *oep/tdgf1*) exhibit medially displaced eyes similar to the *dact1/2* mutants (Brand et al., 1996; Chen et al., 2001). 

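A list of 22 genes of the hedgehog pathway, fixed by symbol, was looked up in the comparisons of dact1/2 mutants with wildtype, and 19 of them could be tested in at least 1 of the 3 lineages. With wildtype replicates 2, 3 and 4 the number called was 1 over all genes tested, which was shhb, and 2 when adjusted over the list alone, which were shhb and ptch1. In ectoderm shhb (ENSDARG00000038867) was 2.40 ± 0.25 CPM in these wildtype embryos (SD, n = 3) and 8.61 ± 3.17 in dact1/2 mutants (SD, n = 3), higher in every mutant embryo (log2 fold change 1.75, SE 0.36, adjusted p = 0.0365 by edgeR). Wildtype replicate 1 was at 25.2 CPM, and with all 4 wildtype embryos the log2 fold change was 0.06 (adjusted p = 0.996 by edgeR) and 0 genes of the list were called over all genes or over the list alone, while 5 had an unadjusted p under 0.05. The adjusted p of shhb ranged from 1.8e-05 to 0.996 over the alternatives set for it other than leaving out an embryo. For ptch1 (ENSDARG00000016404) in ectoderm the log2 fold change was -0.93 (SE 0.30, adjusted p = 0.169 by edgeR over all genes). In gpc4 mutants 17 genes of the list were tested and 0 were called by either adjustment, while 3 had an unadjusted p under 0.05.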

We did not find any genes within the sonic hedgehog pathway to be differentially expressed in *dact1/2* mutants, though post-transcriptional interactions cannot be ruled out.

This study has uncovered the genetic requirement of *dact1* and *dact2* in embryonic CE and craniofacial morphogenesis, delineated the genetic interaction with Wnt genes and identified capn8 as a modifier of this process. Future work will delineate the molecular differences across the different *dact1/2* and other Wnt mutants to further identify determinants of craniofacial morphogenesis; and to connect these findings to clinically important Wnt regulators of facial morphology and pathology.

## Materials and methods

**Key resources table:** 

Reagent type (species) or resource	Designation	Source or reference	Identifiers	Additional information
Strain (*Danio rerio*)	WT (AB) RRID:ZIRC_ZL1	Zebrafish International Resource Center	ZDB-GENO-960809-7	
Strain (*Danio rerio*)	WT (Tubingen) RRID:NCBITaxon_7955	Zebrafish International Resource Center	ZDB-GENO-990623-3	
Strain (*Danio rerio*)	wnt11f2 RRID:ZFIN_ZDB-GENO-200617-11	Zebrafish International Resource Center	wnt11f2tx226/+	
Strain (*Danio rerio*)	gpc4 RRID:ZFIN_ZDB-GENO-070209-132	Zebrafish International Resource Center	gpc4hi1688Tg/+	
Strain (*Danio rerio*)	wls	Gift. Rochard et al., 2016 PMID:27287801		
Strain (*Danio rerio*)	sox10:kaede	Dougherty et al., 2012 PMID:22948622		
Strain (*Danio rerio*)	dact1	This paper		Methods: Animals and CRISPR/Cas9 targeted mutagenesis
Strain (*Danio rerio*)	dact2	This paper		Methods: Animals and CRISPR/Cas9 targeted mutagenesis
Commercial kit	RNeasy Plus Mini Kit	QIAGEN	ID_source:identifier 74134	
Commercial kit	High Capacity cDNA Reverse Transcription Kit	Thermo Fisher	ID_source:identifier 4368814	
Commercial assay or kit	dact1 gene expression assay	Thermo Fisher	Dr03152516_m1	
Commercial assay or kit	dact2 gene expression assay	Thermo Fisher	Dr03426298_s1	
Commercial assay or kit	18S rRNA gene expression assay	Thermo Fisher	Hs03003631_g1	
Recombinant DNA reagent	pCS2+8 destination plasmid	Addgene Gökirmak et al., 2012 PMID:23124201	#34931	
Commercial assay or kit	ImMessage mMachine	Invitrogen	ID_source:identifier AM1344	
Commercial assay or kit	RNAscope probe dact1	ACDbio	ID_source:identifier 857191-C2	
Commercial assay or kit	RNAscope probe dact2	ACDbio	ID_source:identifier 857201-C3	
Commercial assay or kit	RNAscope probe irf6	ACDbio	ID_source:identifier 555101	
Commercial assay or kit	Chromium Single Cell 3′ kit (version 3)	10X Genomics	ID_source:identifier 1000268	
Software, algorithm	Cellranger (version 6.1.0) 10x Genomics Cellranger DNA (RRID:SCR_023221)	Zheng et al., 2017 PMID:28091601		
Software, algorithm	Seurat (version 4.1.0) SEURAT (RRID:SCR_007322)	Hao et al., 2021 PMID:34062119		
Software, algorithm	Harmony (version 0.1.0) Harmony (RRID:SCR_022206)	Korsunsky et al., 2019 PMID:31740819		
Software, algorithm	DESeq2 (v1.34.0) DESeq2 (RRID:SCR_015687)	Love et al., 2014 PMID:25516281		
Software, algorithm	clusterProfiler (version 4.2.2) clusterProfiler (RRID:SCR_016884)	Wu et al., 2021		
Software, algorithm	ZiFiT Targeter v4.2	Sander et al., 2007 PMID:17526515		
Software, algorithm	ChopChop CHOPCHOP (RRID:SCR_015723)	Montague et al., 2014 PMID:24861617		

### Animals and CRISPR/Cas9 targeted mutagenesis

All animal husbandry and experiments were performed in accordance with and approval from the Massachusetts General Hospital Institutional Animal Care and Use Committee (protocol number 2010N000106) and the Children’s Hospital of Philadelphia Animal Care and Use Committee (protocol number IAC22001475). Zebrafish (*Danio rerio*) embryos and adults were maintained in accordance with institutional protocols. Embryos were raised at 28.5°C in E3 medium (Carroll et al., 2020) and staged visually and according to standardized developmental time points (Westerfield, 1993). All zebrafish lines used for experiments and gene editing were generated from the Tubingen or AB strain. The *wnt11f2* mutant line and gpc4−/− mutant line were obtained from Zebrafish International Resource Center (wnt11f2^tx226/+^ and gpc4^hi1688Tg/+^, respectively). The *wls*−/− mutant line was originally gifted to the lab and independently generated, as previously described (Rochard et al., 2016). The *sox10*:kaede transgenic line was previously generated and described by our lab (Dougherty et al., 2012).

CRISPR sgRNA guides were designed using computational programs ZiFiT Targeter v4.2 (https://zifit.partners.org/ZiFit) (Sander et al., 2007), crispr.mit.edu (https://zlab.bio/guide-design-resouces) (Ran et al., 2013), and ChopChop (https://chopchop.cbu.uib.no) (Montague et al., 2014) with traditional sequence constraints. Guides were chosen that were predicted to give high efficiency and specificity. Guides best meeting these parameters were selected in exon 2 of *dact1* and exon 4 of *dact2*. No suitable gRNA with sufficient efficiency were identified for *dact2* 5′ of exon 4 and the resulting phenotype was reassuring compared to previous morpholino published results. Guides for *dact1* and *dact2* and Cas9 protein were prepared and microinjected into 1 cell-stage zebrafish embryos and founders were identified as previously described (Carroll et al., 2020). Primers flanking the sgRNA guide site were designed for genotyping and fragment analysis was performed on genomic DNA to detect base pair insertion/deletion. Sanger sequencing was performed to verify targeted gene mutation and confirm the inclusion of a premature stop codon. *dact1* forward primer: TACAGAAGCTGCTGAAGTACCG, *dact1* reverse primer: CCCTCTCTCAAAGTGTTTTGGT, *dact2* forward primer: TGAAGAGCTCCACTCCCCTGT, *dact2* reverse primer: GCAGTTGAGGTCCATTCAGC.

### RT-qPCR analysis

Pooled wildtype, *dact1*−/−, *dact2*−/−, and *dact1/2*−/− fish were collected and RNA extractions were performed using RNeasy Mini Kit (QIAGEN). cDNA was generated using High Capacity cDNA Reverse Transcription Kit (ThermoFisher). Quantitative PCR was performed using *dact1* (Dr03152516_m1) and *dact2* (Dr03426298_s1) TaqMan Gene Expression Assays. Expression was normalized to 18S rRNA expression (Hs03003631_g1). TaqMan Fast Advanced master mix (Thermo Fisher) and a StepOnePlus Real-Time PCR system (Applied Biosystems) were used to measure relative mRNA levels, which were calculated using the ddCT method.

### Microinjection of mRNA

Template DNA for in vivo mRNA transcription was generated by PCR amplification of the gene of interest from a zebrafish embryo cDNA library and cloning into pCS2+8 destination plasmid. mRNA for injection was generated using an in vitro transcription kit (Invitrogen mMessage mMachine). One-cell-stage zebrafish embryos were injected with 2 nl of mRNA in solution. To test genetic knockout specificity, 150 or 300 pg or dact1, dact2, or dact1 and dact2 mRNA was injected. For *capn8* overexpression analysis 200 pg or GFP or *capn8* mRNA was injected. Following phenotyping analysis, genotypes were determined by fragment analysis of *dact1* and *dact2* genotyping PCR products.

### Wholemount and RNAscope ISH

Wholemount ISH was performed as previously described (Carroll et al., 2020). Zebrafish embryonic cDNA was used as a template to generate riboprobes. Primers were designed to PCR amplify the specific riboprobe sequence with a T7 promoter sequence linked to the reverse primer. In vitro transcription was performed using a T7 polymerase and DIG-labeled nucleotides (Roche). Probe primer sequences are; *dact1* fwd; 5′AGCGCGATTCTCAGATGCAC3′, rev 5′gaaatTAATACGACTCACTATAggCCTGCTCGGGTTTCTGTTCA3′, *dact2* fwd: 5′CAGTCGCATAGCGGATCTCAT3′, rev: 5′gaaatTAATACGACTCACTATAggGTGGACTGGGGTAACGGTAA3′, *wnt11f2* fwd: 5′TCCGTGGTGTATCTTGACCG3′, rev: 5′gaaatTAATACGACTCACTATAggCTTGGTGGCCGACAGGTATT3′, *pax2a* fwd: 5′CCAAACCAAAAGTGGCGACG3′, rev: 5′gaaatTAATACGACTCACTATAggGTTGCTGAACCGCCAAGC3′, *gsc* fwd: 5′CCAGCGCCGAACTTACAATC3′, rev: 5′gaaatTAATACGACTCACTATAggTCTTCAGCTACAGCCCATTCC3′, *zic1* fwd: 5′TAGGGGATCGGAGTTTGCCT3′, rev: 5′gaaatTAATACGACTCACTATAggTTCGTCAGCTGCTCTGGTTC3′, *tbx6* fwd: 5′ACAGAGATCGAGATGTGCCG3′, rev: 5′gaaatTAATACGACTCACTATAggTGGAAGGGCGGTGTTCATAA3′, *myo1d* fwd: 5′TCTACGACGACCCTTGCTTC3′, rev: 5′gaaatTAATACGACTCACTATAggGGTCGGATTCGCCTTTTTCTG3′, *ctslb1* fwd: 5′AGACCGCCTCTATGTTCGGA3′, rev: 5′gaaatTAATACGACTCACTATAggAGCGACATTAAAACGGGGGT3′, *capn8* fwd: 5′AAGGGCTGGGGACAAATGAG3′, rev: 5′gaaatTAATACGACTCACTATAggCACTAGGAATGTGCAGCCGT3′.

RNAscope was performed on sectioned zebrafish larvae as previously described (Carroll et al., 2020). Probes were designed by and purchased from ACD Bio. Hybridization and detection were performed according to the manufacturer’s protocol. Sections were imaged using a confocal microscope (Leica SP8) and z-stack maximum projections were generated using Fiji software.

### Alcian blue staining and imaging

Alcian blue staining and imaging were performed at 4 dpf as previously described (Carroll et al., 2020). Briefly, larvae were fixed in 4% vol/vol formaldehyde overnight at 4°C. Larvae were dehydrated in 50% vol/vol ethanol and stained with Alcian blue as described (Walker and Kimmel, 2007). Whole and dissected larvae were imaged in 3% wt/vol methylcellulose using a Nikon Eclipse 80i compound microscope with a Nikon DS Ri1 camera. Z-stacked images were taken and extended depth of field was calculated using NIS Element BR 3.2 software. Images were processed using Fiji software. After image capture embryos were genotyped by PCR and fragment analysis.

### Axis measurements

Compound *dact1+/-; dact2+/-* zebrafish were in-crossed and progeny were collected from two separate clutches and fixed in 4% formaldehyde at approximately 8 ss. Embryos were individually imaged using a Zeiss Axiozoom stereoscope and processed for DNA extraction and genotyping (Westerfield, 1993). Images were analyzed using Fiji. A circle was drawn to overlay the yolk and the geometric center was determined using the function on Fiji. Using the Fiji angle tool, lines were drawn from the center point to the anterior-most point of the embryo and from the center to the posterior-most point of the embryo. The resulting inner angle of these lines was determined. Each angle measurement was then calculated as a ratio to the average angle of the wildtype embryos. All measurements were performed on images blinded for genotype. ANOVA was performed to determine statistical significance, p < 0.05.

### Lineage analysis of cranial NCCs

Live embryos were mounted in 1% wt/vol low melt agarose and covered with E3 medium containing 0.013% wt/vol tricaine. Wildtype control and dact1/2−/− compound mutants on a Tg(*soxI0*:kaede) background were imaged on a Leica DMi8 confocal microscope and photoconverted using the UV laser (404 nm) until the green kaede fluorescence disappeared. For each embryo, one side was photoconverted and the contralateral side served as an internal control. After photoconversion, embryos were removed from the agarose and raised in E3 medium at 28.5°C until the required developmental time point, at which time they were similarly re-mounted and re-imaged. Z-stacked images were processed as maximum-intensity projections using Fiji software.

### Single-cell RNA sequencing

Single-cell transcriptomic analyses were performed on 10 zebrafish embryos, including 4 wildtype, 3 *dact1−/−;dact2−/−* compound mutant, and 3 *gpc4−/−* mutant embryos. Embryos were collected at 4 ss with *dact1−/−,dact2−/−* and *gpc4−/−* mutants being identified by their truncated body axis. Embryos were dechorionated with a short (approximately 10 min) incubation in 1 mg/ml Pronase and then washed 3× in embryo medium. Cell dissociation was performed with modifications as previously described (Farrell et al., 2018). Each embryo was transferred to 50 μl DMEM/F12 media on ice. To dissociate cells, media was replaced with 200 μl Dulbecco’s phosphate-buffered saline (DPBS) (without Ca^2+^ and Mg^2+^) with 0.1% wt/vol bovine serum albumin (BSA). Embryos were disrupted by pipetting 10× with a P200 pipette tip. 500 μl of DPBS + 0.1% BSA was added and cells were centrifuged at 300 × *g* for 1 min. Cell pellets were resuspended in 200 μl DPBS + 0.1% BSA and kept on ice. Just prior to encapsulation, cells were passed through a 40 μm cell strainer, and cell counts and viability were measured. After droplet encapsulation, barcoding, and library preparation using the 10X Genomics Chromium Single Cell 3′ kit (version 3), data were sequenced on an Illumina NovaSeq 6000 sequencer.

FASTQ files were demultiplexed and aligned to the GRCz11 build of the zebrafish genome using Cellranger (version 6.1.0) (Zheng et al., 2017). Raw Cellranger count matrices were imported into R (version 4.1.2) using Seurat (version 4.1.0) (Hao et al., 2021). First, we reviewed data for quality and excluded any droplet that did not meet all of the following criteria: (1) have at least 1500 unique molecular identifiers (UMIs); (2) covering at least 750 distinct genes; (3) have <5% of genes mapping to the mitochondrial genome; and (4) have a log10 of detected genes per UMI >80%. 

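Of 21980 cells in the deposited counts, 17159 had at least 1500 UMIs and 16449 met every criterion. The paper kept more cells than the 17159 that reached 1500 UMIs here, so these criteria cannot give its cell set from the deposited counts. The detection rate kept 19998 of the 25107 genes. Kept cells ranged from 942 to 2197 per wildtype embryo (median 1111.5), with the most in replicate 3, from 1570 to 2634 per dact1/2 mutant embryo (median 2003) and from 1194 to 1861 per gpc4 mutant embryo (median 1825).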

After quality control, the dataset was also filtered to exclude genes with a detection rate below 1 in 3000 cells, leaving a total of 20,078 distinct genes expressed across 19,457 cells for analysis.

The quality-controlled count data were normalized using Pearson’s residuals from the regularized negative binomial regression model, as implemented in Seurat::SCTransfrom (Hafemeister and Satija, 2019). When computing the SCT model, the effect of the total number of UMIs and number of detected genes per cell were regressed out. After normalization, the top 3000 most variably expressed genes were used to calculate principal components. Data were then integrated by source sample using Harmony (version 0.1.0) (Korsunsky et al., 2019). A two-dimensional uniform manifold approximation and projection (Becht et al., 2018) was then derived from the first 40 Harmony embeddings for visualization.

Using the integrated Harmony embeddings, clusters were defined with the Louvain clustering method, as implemented within Seurat. A resolution of 0.3 was used for cluster definition. Cluster identities were assigned by manually reviewing the results of Seurat::FindAllMarkers, searching for genes associated to known developmental lineages. Gene expression data for key markers that guided cluster identity assignment were visualized using Seurat::DotPlot.

Following this detailed annotation, some clusters were grouped to focus downstream analyses on three major lineages: ventral mesoderm (grouping cells from the pronephros, vasculogenic/myeloid precursors, hematopoietic cells, heart primordium, and cephalic mesoderm clusters), dorsal mesoderm (adaxial cells, segmental plate, and paraxial mesoderm), and ectoderm (CNS, mid/hindbrain boundary, spinal cord, and neural crest). For those three lineages, single-cell level data were aggregated per sample and cluster to perform pseudobulk DEA contrasting genotypes. Independent pairwise comparisons of *dact1−/−;dact2−/−* versus wildtype and *gpc4−/−* versus wildtype were performed using DESeq2 (v1.34.0) (Love et al., 2014). p-values were corrected for multiple testing using the default Benjamini–Hochberg method; log2 fold change values were corrected using the apeglm shrinkage estimator (Zhu et al., 2019). Significance was defined as an adjusted p-value <0.1 and log2 fold change >0.58 in absolute value. Heatmaps of the top most significant DEGs were generated from the regularized log transformed data using pheatmap (version 1.0.12). Overlap in significant genes across pairwise comparisons were determined and visualized in Venn diagrams. Over-representation analyses against the Gene Ontology database were ran using clusterProfiler (version 4.2.2) (Wu et al., 2021), using as input the set of genes found to be differentially expressed in the comparison of *dact1−/−;dact−/−* versus wildtype but not *gpc4−/−* versus wildtype.

### Statistical analysis

All sample sizes represent biological replicates. Analyses were performed using Prism Software (GraphPad) unless otherwise specified. An unpaired Student’s *t* test or one-way ANOVA with multiple comparisons was used as indicated and a p-value <0.05 was considered significant. Graphs represent the mean ± SEM and *n* represents biological replicates. For categorical data (normal vs. mutant phenotype) a Fisher exact test was performed between *gfp* and *capn8* injected embryos and the odds ratio was determined. The confidence interval was determined by the Baptista–Pike method.

## Data Availability

Sequencing data have been deposited in GEO under accession code GSE240264. The following dataset was generated: CarrollSH SchaferS KawasakiK TsimbalC JuléAM HallettS LiE LiaoEC 2024dact1/2 modifies noncanonical Wnt signaling and calpain 8 expression to regulate convergent extension and craniofacial developmentNCBI Gene Expression OmnibusGSE24026410.7554/eLife.91648PMC1158142739570288

# Supplementary material for: Genetic requirement of dact1/2 to regulate noncanonical Wnt signaling and calpain 8 during embryonic convergent extension and craniofacial morphogenesis
**Source:** eLife. 2024 Nov 21;13:RP91648. doi: 10.7554/eLife.91648
**Supplement:** MDAR checklist

**Materials Design Analysis Reporting (MDAR)**

**Checklist for Authors**

The [MDAR framework](https://osf.io/xfpn4/) establishes a minimum set of requirements in transparent reporting mainly applicable to studies in the life sciences.

*eLife* asks authors to **provide detailed information within their article** to facilitate the interpretation and replication of their work. Authors can also upload supporting materials to comply with relevant reporting guidelines for health-related research (see [EQUATOR Network](http://www.equator-network.org/%20)), life science research (see the [BioSharing Information Resource](http://biosharing.org/)), or animal research (see the [ARRIVE Guidelines](http://www.plosbiology.org/article/info:doi/10.1371/journal.pbio.1000412) and the [STRANGE Framework](https://doi.org/10.1038/d41586-020-01751-5); for details, see *eLife*’s [Journal Policies](https://reviewer.elifesciences.org/author-guide/journal-policies)). Where applicable, authors should refer to any relevant reporting standards materials in this form.

For all that apply, please note **where in the article** the information is provided. Please note that we also collect information about data availability and ethics in the submission form.

**Materials:**

| **Newly created materials** | **Indicate where provided: section/figure legend** | **N/A** |
| --- | --- | --- |
| The manuscript includes a dedicated "materials availability statement" providing transparent disclosure about availability of newly created materials including details on how materials can be accessed and describing any restrictions on access. |  | N/A |
|  |  |  |
| **Antibodies** | **Indicate where provided: section/figure legend** | **N/A** |
| For commercial reagents, provide supplier name, catalogue number and [RRID](https://scicrunch.org/resources), if available. |  | N/A |
|  |  |  |
| **DNA and RNA sequences** | **Indicate where provided: section/figure legend** | **N/A** |
| Short novel DNA or RNA including primers, probes: Sequences should be included or deposited in a public repository. | Materials and methods  Animals and CRISPR/Cas9 targeted mutagenesis |  |
|  |  |  |
| **Cell materials** | **Indicate where provided: section/figure legend** | **N/A** |
| Cell lines: Provide species information, strain. Provide accession number in repository OR supplier name, catalog number, clone number, OR RRID. |  | N/A |
| Primary cultures: Provide species, strain, sex of origin, genetic modification status. |  | N/A |
|  |  |  |
| **Experimental animals** | **Indicate where provided: section/figure legend** | **N/A** |
| Laboratory animals or Model organisms: Provide species, strain, sex, age, genetic modification status. Provide accession number in repository OR supplier name, catalog number, clone number, OR RRID. | Materials and methods  Animals and CRISPR/Cas9 targeted mutagenesis  Key resource table |  |
| Animal observed in or captured from the field: Provide species, sex, and age where possible. |  | N/A |
|  |  |  |
| **Plants and microbes** | **Indicate where provided: section/figure legend** | **N/A** |
| Plants: provide species and strain, ecotype and cultivar where relevant, unique accession number if available, and source (including location for collected wild specimens). |  | N/A |
| Microbes: provide species and strain, unique accession number if available, and source. |  | N/A |
|  |  |  |
| **Human research participants** | **Indicate where provided: section/figure legend) or state if these demographics were not collected** | **N/A** |
| If collected and within the bounds of privacy constraints report on age, sex, gender and ethnicity for all study participants. |  | **N/A** |

**Design:**

| **Study protocol** | **Indicate where provided: section/figure legend** | **N/A** |
| --- | --- | --- |
| If the study protocol has been pre-registered, provide DOI. For clinical trials, provide the trial registration number OR cite DOI. |  | N/A |
|  |  |  |
| **Laboratory protocol** | **Indicate where provided: section/figure legend** | **N/A** |
| Provide DOI OR other citation details if detailed step-by-step protocols are available. |  | N/A |
|  |  |  |
| **Experimental study design (statistics details) *** | | |
| **For in vivo studies: State whether and how the following have been done** | **Indicate where provided: section/figure legend. If it could have been done, but was not, write “not done”** | **N/A** |
| Sample size determination | Not done |  |
| Randomisation |  | **N/A** |
| Blinding | Materials and methods  Axis measurement |  |
| Inclusion/exclusion criteria |  | N/A |
|  |  |  |
| **Sample definition and in-laboratory replication** | **Indicate where provided: section/figure legend** | **N/A** |
| State number of times the experiment was replicated in the laboratory. | Figure legend 2, Figure legend 4, Figure legend 2-figure supplement 2, Figure 3, Figure 5, |  |
| Define whether data describe technical or biological replicates. | Materials and methods  Statistical analysis |  |
|  |  |  |
| **Ethics** | **Indicate where provided: section/submission form** | **N/A** |
| Studies involving human participants: State details of authority granting ethics approval (IRB or equivalent committee(s), provide reference number for approval. |  | N/A |
| Studies involving experimental animals: State details of authority granting ethics approval (IRB or equivalent committee(s), provide reference number for approval. | Materials and methods  Animals and CRISPR/Cas9 targeted mutagenesis |  |
| Studies involving specimen and field samples: State if relevant permits obtained, provide details of authority approving study; if none were required, explain why. |  | N/A |
|  |  |  |
| **Dual Use Research of Concern (DURC)** | **Indicate where provided: section/submission form** | **N/A** |
| If study is subject to dual use research of concern regulations, state the authority granting approval and reference number for the regulatory approval. |  | N/A |

**Analysis:**

| **Attrition** | **Indicate where provided: section/figure legend** | **N/A** |
| --- | --- | --- |
| Describe whether exclusion criteria were pre-established. Report if sample or data points were omitted from analysis. If yes, report if this was due to attrition or intentional exclusion and provide justification. |  | N/A |
|  |  |  |
| **Statistics** | **Indicate where provided: section/figure legend** | **N/A** |
| Describe statistical tests used and justify choice of tests. | Materials and methods  Statistical analysis |  |
|  |  |  |
| **Data availability** | **Indicate where provided: section/submission form** | **N/A** |
| For newly created and reused datasets, the manuscript includes a data availability statement that provides details for access (or notes restrictions on access). | Materials and methods  Data availability |  |
| When newly created datasets are publicly available, provide accession number in repository OR DOI and licensing details where available. | Materials and methods  Data availability |  |
| If reused data is publicly available provide accession number in repository OR DOI, OR URL, OR citation. | Figure legend Figure 2-figure supplement 1 |  |
|  |  |  |
| **Code availability** | **Indicate where provided: section/figure legend** | **N/A** |
| For any computer code/software/mathematical algorithms essential for replicating the main findings of the study, whether newly generated or re-used, the manuscript includes a data availability statement that provides details for access or notes restrictions. |  | N/A |
| Where newly generated code is publicly available, provide accession number in repository, OR DOI OR URL and licensing details where available. State any restrictions on code availability or accessibility. |  | N/A |
| If reused code is publicly available provide accession number in repository OR DOI OR URL, OR citation. | Key resource table |  |

**Reporting:**

The MDAR framework recommends adoption of discipline-specific guidelines, established and endorsed through community initiatives.

| **Adherence to community standards** | **Indicate where provided: section/figure legend** | **N/A** |
| --- | --- | --- |
| State if relevant guidelines (e.g., ICMJE, MIBBI, ARRIVE, STRANGE) have been followed, and whether a checklist (e.g., CONSORT, PRISMA, ARRIVE) is provided with the manuscript. |  | N/A |

* We provide the following guidance regarding transparent reporting and statistics; we also refer authors to [Ten common statistical mistakes to watch out for when writing or reviewing a manuscript](https://doi.org/10.7554/eLife.48175).

**Sample-size estimation**

- You should state whether an appropriate sample size was computed when the study was being designed
- You should state the statistical method of sample size computation and any required assumptions
- If no explicit power analysis was used, you should describe how you decided what sample (replicate) size (number) to use

**Replicates**

- You should report how often each experiment was performed
- You should include a definition of biological versus technical replication
- The data obtained should be provided and sufficient information should be provided to indicate the number of independent biological and/or technical replicates
- If you encountered any outliers, you should describe how these were handled
- Criteria for exclusion/inclusion of data should be clearly stated
- High-throughput sequence data should be uploaded before submission, with a private link for reviewers provided (these are available from both GEO and ArrayExpress)

**Statistical reporting**

- Statistical analysis methods should be described and justified
- Raw data should be presented in figures whenever informative to do so (typically when N per group is less than 10)
- For each experiment, you should identify the statistical tests used, exact values of N, definitions of center, methods of multiple test correction, and dispersion and precision measures (e.g., mean, median, SD, SEM, confidence intervals; and, for the major substantive results, a measure of effect size (e.g., Pearson's r, Cohen's d)
- Report exact p-values wherever possible alongside the summary statistics and 95% confidence intervals. These should be reported for all key questions and not only when the p-value is less than 0.05.

**Group allocation**

- Indicate how samples were allocated into experimental groups (in the case of clinical studies, please specify allocation to treatment method); if randomization was used, please also state if restricted randomization was applied
- Indicate if masking was used during group allocation, data collection and/or data analysis

How the deposited data were processed for this re-analysis (not part of the article)

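Single-cell RNA sequencing of 10 embryos, 4 wildtype, 3 dact1/2 mutant and 3 gpc4 mutant, gave 1 library per embryo. The paper gives the stage as 4 ss and the labels as 3. The authors aligned the reads to GRCz11 with Cell Ranger and deposited the count of UMIs per gene and droplet for each embryo, without normalization, for droplets that the pipeline took to be cells and before the quality control of the methods. Conditions and replicates were taken from the sample labels. Genotyping was not possible, so the RNA of the targeted genes was examined in each embryo as a check of the labels.

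Cells with at least 1500 UMIs, at least 750 genes, less than 5% mitochondrial UMIs and a ratio of log10 genes to log10 UMIs above 80% were kept, and then genes found in at least 1 of 3000 cells. Counts were normalized with sctransform 0.4.2 in Seurat 5.3.0 (R 4.3.3), and 3000 variable genes were used. The authors integrated the embryos with Harmony, which was not used here. The mean of each embryo was subtracted from the residuals instead, and no removal of these means was an alternative. Cells were clustered on 40 principal components (irlba 2.3.5.1) with the Louvain method at a resolution of 0.3, with 0.8 as the alternative. A cluster was named after the class, from a fixed list of markers, with the most markers among its 10 genes of highest fold against the other cells (10 CPM added to both sides), and ties went to the class with the higher mean fold of its markers. The class needed at least 2 markers among these 10 genes and at least 3 detected at 50 CPM or more and a log2 fold above 1. The cluster was left unnamed if another class also had at least 3 markers among the 10 genes and at least 3 detected markers that the first class lacks. Names of cell classes rest on these markers and need not match those of the paper cell by cell. A search for doublets called 24 cells (0.146%), which is too few for the method to have worked here, so the removal of doublets tests little.

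UMIs were summed per embryo and lineage. Ectoderm held neural, neural plate/spinal cord and neural crest clusters, paraxial mesoderm held adaxial, presomitic mesoderm and somite clusters, and lateral plate mesoderm held pronephros, vasculogenic/myeloid, hematopoietic, heart field and cephalic mesoderm clusters. Each mutant was compared with wildtype in each of the 3 lineages, which makes 6 comparisons, by the quasi-likelihood test of edgeR 4.0.16 (limma 3.58.1) with TMM normalization and the filter filterByExpr. All adjusted p-values of genes come from this test with Benjamini-Hochberg adjustment unless DESeq2 is named. Genes were called at an adjusted p under 0.1 and an absolute log2 fold change above 0.58. The test was chosen before the data were examined, as were the wildtype embryos, the gene sets, the cell type markers, the rule for named genes and the alternatives not described as chosen later. The methods name DESeq2 with apeglm, which was run as an alternative with DESeq2 1.42.0 and apeglm 1.24.0. The wildtype embryos of Figure 7A (replicates 2, 3 and 4) were used first and all 4 second. The mutants were compared with each other in a fit of all 10 embryos.

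Standard errors of log2 fold changes were derived from the fold change and the F statistic. Genes of the text are dact1, dact2, gpc4, capn8, smad1, the hedgehog list, the called genes of the sets, and in each of the 6 comparisons the 5 called genes of each direction with the smallest p whose log2 CPM does not overlap between the groups. These were taken among genes with at least 20 UMIs in the lineage. Log2 CPM had 1 CPM added before the logarithm. Gene names and synonyms came from a table of the assembly GRCz12tu, which matched 17791 of the kept genes (88.96%). That table was used for names and for which genes share a chromosome, and none of its positions are given, since the counts were made on GRCz11. Of the kept gene symbols, 276 belong to more than 1 gene. Enrichment was tested with a one-sided Fisher's exact test against all genes tested. No Gene Ontology table was used here, so sets were defined by gene symbol.

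Differences between single values were tested with exact permutation tests, two-sided except for the grouping of embryos by genotype. With 3 embryos against 3 their p cannot fall below 0.1. The method was tested on simulated data with 200 changed genes, for the comparison of edgeR with DESeq2 only. In ectoderm edgeR recovered 91.5% of the changed genes and DESeq2 84.5%, with 15 and 5 unchanged genes called. In paraxial mesoderm the shares were 87.0% and 82.5%, with 24 and 9 unchanged genes called, and in lateral plate mesoderm 89.5% and 82.0%, with 20 and 9. To examine the effect of the shared wildtype embryos, counts were simulated with unchanged mutants and with mutants changed independently, where the fitted fold change of each called gene was moved at random to a gene near it in wildtype level. The alternatives were all 4 wildtype embryos, DESeq2 with and without apeglm, normalization by library size only, all 3 groups in one fit, only the mutants in the fit for their comparison, all genes with at least 1 UMI, genes with at least 10 UMIs in every embryo, the other clusterings, removal of doublets, lateral plate mesoderm without pronephros, the replicate number as a block, and each embryo left out in turn. Grouping was also tried with 500 variable genes and by lineage, shares of cells as centred log-ratios, and sets by synonyms and without a minimum fold change. Permutation and set tests were run in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1. The in situ hybridization, morphology, genetic crosses and RNA injections of the paper have no deposited counts and are not analysed here.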

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

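The tests on what sets wildtype replicate 1 apart, the tests of capn8 by chromosome neighbourhood and by depth per cell, and the counts of splits for cells outside the 3 lineages were chosen only after the result was seen.

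Wildtype replicate 1 stood far from the other wildtype embryos. Its mean distance to them over the 2000 most variable genes was 68.8, while these 3 lay at a mean of 26.3 from each other. An embryo was taken to stand apart when its gap to the nearest of the 4 exceeded Dixon's 95% limit as a part of their range, which chance alone gives for about 1 in 20 groups. Of 41 measures examined in the 4 wildtype embryos, 6 had an embryo apart, against 2.05 by chance, and in 4 of them it was replicate 1. These 4 include its distance, smad1 in ectoderm at 15.9 CPM, the share of presomitic mesoderm-like cells at 18.6% (mean of the other embryos 9.93%) and that of tail bud-like cells at 8.86% (mean of the others 4.63%). The other measures were the share of endoderm-like cells in wildtype replicate 4, at 3.50% (mean of the others 6.02%), and the kept cells of wildtype replicate 3, at 2197 (mean of the others 1055). No explanation was tested for these last measures. Among the named genes 1 wildtype embryo stood apart for 8 of 34 in ectoderm, 4 of 37 in paraxial mesoderm and 10 of 37 in lateral plate mesoderm, and this embryo was replicate 1 for 7, 4 and 10 of them. Many of these genes were picked because replicates 2, 3 and 4 separate from a mutant, which favours genes in which these 3 lie close together.

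The tables argue against several explanations for wildtype replicate 1. Its higher depth per cell is not enough, because wildtype replicate 4 has a like depth and lies at a distance of 26.5 from replicates 2 and 3, against 69.5 for replicate 1. It is not a mislabelled dact1/2 or gpc4 mutant, because gpc4 was at 78.2 CPM and dact1 at 7.93 CPM, both at or above the levels of the other wildtype embryos. Stress of the cells before lysis is not supported, since of 20 stress genes 2 were highest in this embryo among the 10, and chance gives 2. An earlier developmental stage stays open. Of 12 genes of muscle and blood differentiation, 7 were lowest in this embryo among the 10, where chance gives 1.2, and these were all 4 genes of blood and 3 of the 8 of muscle. This is consistent with a somewhat younger embryo, as may be its larger shares of presomitic mesoderm-like and tail bud-like cells. The labels give no batch or date, and a difference in parents or clutch also stays open and was not tested.

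The rise of capn8 in dact1/2 mutants over wildtype differed between the lineages. On the log2 scale it was larger in paraxial mesoderm than in ectoderm by 3.01, and larger in lateral plate mesoderm than in ectoderm by 4.02 (4 wildtype embryos against 3 mutants, two-sided exact permutation p = 0.0286 for both, adjusted p = 0.0476 over 5 such comparisons by the BH method). Between the mesoderm lineages the rise differed by 1.01 (exact permutation p = 0.0857). With wildtype replicates 2, 3 and 4 alone the first 2 differences were 3.08 and 3.88, each at an exact p = 0.1, the smallest that 3 against 3 allow. RNA set free from epidermis is argued against, because capn8 in the mesoderm of dact1/2 mutants reached 85.0% of its level in epidermis-like cells. In comparison, 8 epidermal markers reached at most 47.5% and a median of 5.76%. Higher depth per cell is argued against as well, because 3 of the 4 wildtype embryos had a higher median of UMIs per mesoderm cell (8648 or more) than every mutant embryo (5533 or fewer). In these 3, at most 1.02% of mesoderm cells had a capn8 UMI without thinning, against 17.0% or more in each mutant embryo. A change of the whole chromosome neighbourhood is not seen, since of the 10 nearest tested genes 0 were called in either mesoderm lineage and their largest absolute log2 fold change was 0.51. The parents of the embryos are not named in the paper or the labels, and a difference in them was not tested. The rise itself was seen in all 3 mutant embryos, and that the dact1/2 mutation brings it about in mesoderm is left as a hypothesis by these tests.

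The log2 change of smad1 in dact1/2 mutants was lower in ectoderm than in paraxial mesoderm by a difference of -0.79 (4 against 3 embryos, exact permutation p = 0.0286, adjusted p = 0.0476 by the BH method). Against lateral plate mesoderm the difference was -0.26 (exact permutation p = 0.4). Without wildtype replicate 1 the differences were -0.74 and -0.48, both at the smallest possible exact p, 0.1, so the comparison with lateral plate mesoderm depends on this embryo. The level of smad1 in wildtype replicate 1 was low in all 3 lineages, with 9.46 CPM in paraxial and 20.7 in lateral plate mesoderm. Whether smad1 falls in the mutants could not be separated from the choice of wildtype embryos, because with all 4 the log2 fold change in ectoderm was -0.55. An earlier stage of wildtype replicate 1, on which 7 of the 12 differentiation genes bear, may contribute to its low smad1.

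Cells outside the 3 lineages, which the paper did not compare, also held DEGs. Against wildtype replicates 2, 3 and 4, 195 genes were called in dact1/2 mutants (75 higher and 120 lower, of 11784 tested) and 113 in gpc4 mutants (61 and 52, of 11702). With all 4 wildtype embryos 6 and 7 were called, and 855 and 850 had an unadjusted p under 0.05. Of the 10 splits of the 6 embryos, 1 gave as many genes as the real one in each comparison, which is the real split itself, and 10 splits are too few to show more. Of genes called in ectoderm and tested outside the 3 lineages, 92.7% changed in the same direction there in dact1/2 mutants (193 genes) and 95.5% in gpc4 mutants (199 genes). A difference of the whole embryo through parents or clutch cannot be told apart here from the mutation acting in all cells, because the same embryos stand on both sides.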

How the results depend on the processing

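The fits of DESeq2 with apeglm to all 4 wildtype embryos, the fits of the mutants alone with the replicate number as a block and the counts with separate wildtype embryos for each mutant were chosen only after the result was seen.

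Of 476 values of the main results under the alternatives, 308 kept their direction and their side of the threshold, or for counts stayed within 1.5 times, 136 moved, 20 became weaker, 1 became stronger and 11 reversed. Of 2082 values for single genes and further tests, 1565 stayed the same, 502 became weaker, 1 became stronger and 14 reversed. The main results kept their calls, and their counts stayed within 1.5 times, with a resolution of 0.8, normalization by library size only, lateral plate mesoderm without pronephros, 500 variable genes, centred log-ratios of shares, shares that were not thinned or, for capn8 by cluster, the wildtype embryos of Figure 7A. An exception was the number of clusters at an unadjusted exact p under 0.05 in gpc4 mutants, which fell from 2 to 1 at a resolution of 0.8. Which clusters stood behind this number also changed. In gpc4 mutants the clusters at an unadjusted exact p under 0.05 were the adaxial-like and the unnamed one, with centred log-ratios adaxial-like and neural-like (exact permutation p = 0.0286 for both, and 0.143 for the unnamed one), and at a resolution of 0.8 only adaxial-like. Removal of doublets changed no main result, but it took out 24 cells and so tests little. The log2 fold change of capn8 in both mesoderm lineages stayed called in every alternative with a value except the replicate block in paraxial mesoderm. With at least 10 UMIs in every embryo capn8 was filtered out and has no value. The cause of the changes below was not tested, except where the setting itself shows it.

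With all 4 wildtype embryos in place of 3, the DEGs in ectoderm, paraxial mesoderm and lateral plate mesoderm fell from 207, 108 and 195 to 7, 2 and 3 in dact1/2 mutants and from 210, 177 and 207 to 14, 10 and 10 in gpc4 mutants. The shared DEGs numbered 2, 1 and 1. In ectoderm the log2 fold change of capn8 was 1.83 (adjusted p = 0.221, over the alternatives 2.5e-06 to 0.589) and that of smad1 was -0.55 (adjusted p = 0.813, over the alternatives 1.2e-05 to 0.912). Of the hedgehog list 0 genes were called, with 5 at an unadjusted p under 0.05. The odds ratio was 0 for intermediate filament genes in gpc4 and in dact1/2 mutants, for peptidases and cysteine peptidases among DEGs of the dact1/2 mutant alone in ectoderm, and for calcium binding in gpc4 mutants. It was 11.8 for peptidases over the 3 lineages (Fisher's exact p = 0.0943) and 9.29 for calcium binding in dact1/2 mutants (Fisher's exact p = 0.114), each from a single gene. Of 122 values for single genes and further tests, 101 became weaker. DESeq2 with apeglm on all 4 wildtype embryos gave 39, 60 and 27 DEGs in dact1/2 mutants and 31, 84 and 50 in gpc4 mutants, and its log2 fold change of smad1 in ectoderm was -0.00048.

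The replicate numbers gave no sign of a pairing of the mutants with wildtype, and whether they pair the mutants with each other is undecided. Over all 4 wildtype embryos, the correlation of residuals between embryos of different genotype and the same number was between -0.210 and 0.386 (mean 0.077, 9 pairs), and for different numbers between -0.306 and 0.184 (24 pairs). The library names run in another order, where wildtype replicates 2, 3 and 4 stand beside mutant replicates 1, 2 and 3. Wildtype replicate 1 stands outside it. In that order the correlations with wildtype were 0.0215, 0.142 and -0.102 in dact1/2 mutants and -0.0900, 0.175 and -0.121 in gpc4 mutants. Their signs are mixed and no block by that order was fitted, so a pairing of this kind stays open. The same-number mean minus the different-number mean was -0.0854 from wildtype to dact1/2 mutants and -0.0108 from wildtype to gpc4 mutants (one-sided exact permutation p = 0.792 and 0.625). Between the mutants it was 0.458, with correlations from 0.211 to 0.386 in the 3 pairs with the same number and from -0.306 to -0.00243 in the 6 others. This is the highest of the 6 ways to match these embryos, so the exact permutation p is 0.167, the smallest possible. The samples may thus be paired between the mutants, and the replicate block on the mutants alone gave 281, 218 and 335 DEGs between them, more than the 204, 68 and 195 without it. In the fits with all 4 wildtype embryos the replicate block also takes up degrees of freedom. With it the DEGs numbered 0, 0 and 2 in dact1/2 mutants (564, 508 and 440 at an unadjusted p under 0.05), 6, 1 and 5 in gpc4 mutants and 6 between the mutants in paraxial mesoderm, and the shared DEGs 0, 0 and 0. The log2 fold change of capn8 was 1.92 in ectoderm (adjusted p = 0.589) and 5.06 in paraxial mesoderm (adjusted p = 0.119, over the alternatives 8.8e-61 to 0.119), and that of smad1 in ectoderm -0.35 (adjusted p = 0.912). For cdh5 in lateral plate mesoderm of dact1/2 mutants it reversed to 0.43 (adjusted p = 0.983). The hedgehog genes called were 0, with 2 at an unadjusted p under 0.05. The odds ratio was 0 for intermediate filament genes in gpc4 and in dact1/2 mutants and for calcium binding in gpc4 mutants, and 70.6 for peptidases over the 3 lineages, from 1 of 2 genes (Fisher's exact p = 0.0279). Of 121 values for single genes and further tests, 111 became weaker.

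With DESeq2 the DEGs were 118 in ectoderm and 79 in lateral plate mesoderm of dact1/2 mutants, 105 in ectoderm of gpc4 mutants, and 51, 41 and 60 between the mutants in the 3 lineages. The shared DEGs were 14 in ectoderm and 14 in lateral plate mesoderm, and the odds ratio of peptidases over the 3 lineages was 1.70 (Fisher's exact p = 0.220, above 1 where it was 0.677). With apeglm the DEGs were 96 and 56 in dact1/2 mutants, 90 and 123 in gpc4 mutants, and 37, 32 and 52 between the mutants, and the shared DEGs 12 and 8. The odds ratio of peptidases over the 3 lineages was 1.54 (Fisher's exact p = 0.315) and that of calcium binding in dact1/2 mutants 2.05 (p = 0.107 by the same test). In one fit of all 3 groups, dact1/2 mutants had 64 DEGs in paraxial and 102 in lateral plate mesoderm, and the peptidase odds ratio in ectoderm was 0.496. When only the mutants were fitted, without the spread of the wildtype embryos, the DEGs between them were 204, 68 and 195. Without removal of embryo means they were 179 in ectoderm, where wildtype replicate 1 then held only 16 cells and 165606 UMIs instead of 221 cells and 3409596 UMIs, so this fit is close to the one without that embryo (273).

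The filter on low counts mattered. With at least 10 UMIs in every embryo, paraxial mesoderm had 59 DEGs in dact1/2 and 96 in gpc4 mutants and 4 between the mutants, where lateral plate mesoderm had 8. The shared DEGs were 18, 17 and 23, the hedgehog genes called 0 (7 at an unadjusted p under 0.05), the peptidase odds ratio 0.591, that of calcium binding in dact1/2 mutants 2.19 (Fisher's exact p = 0.0504) and the grouping by genotype 3.43 (exact permutation p = 0.0548). Without a filter the DEGs were 528, 521 and 508 in dact1/2 mutants and 519, 642 and 602 in gpc4 mutants, and 46 and 82 between the mutants in ectoderm and paraxial mesoderm. The shared DEGs were 125, 240 and 162, the hedgehog genes called 2 and the peptidase odds ratio 0.906.

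Without a minimum fold change the peptidase odds ratio in ectoderm was 0.974. With sets by symbol or synonym it was 3.33 (Fisher's exact p = 0.00430), and over the 3 lineages 1.78 (p = 0.0948 by the same test). With separate wildtype embryos the shared DEGs were 0, 1 and 0 when dact1/2 mutants were set against replicates 1 and 2, and 0, 0 and 0 when they were set against replicates 3 and 4. Sums of ectoderm gave a log2 ratio of dact2 to dact1 of 2.22, and sums of lateral plate mesoderm a grouping of 2.96 (exact permutation p = 0.110).

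Leaving out an embryo gave the following lowest and highest values. The DEGs of dact1/2 mutants ran from 89 to 359 in ectoderm, from 33 to 203 in paraxial mesoderm and from 61 to 284 in lateral plate mesoderm, the lowest in each without wildtype replicate 2. Those of gpc4 mutants ran from 88 to 199, from 34 to 321 and from 55 to 252, again lowest without wildtype replicate 2. Between the mutants they ran from 3 to 273, from 6 to 100 and from 10 to 236, highest without wildtype replicate 1. The shared DEGs ran from 11 to 40, from 7 to 46 and from 9 to 48, and the hedgehog genes called from 0 to 1. The odds ratio ran from 0.654 to 2.07 for peptidases in ectoderm, from 0.558 to 1.43 for them over the 3 lineages, from 1.85 (without wildtype replicate 4) to 2.76 for calcium binding in dact1/2 mutants and from 1.02 (without wildtype replicate 2) to 4.25 in gpc4 mutants. The grouping by genotype ran from 2.51 without dact1/2 mutant replicate 1 (exact permutation p = 0.278) to 9.43 without wildtype replicate 1. The difference in neural-like cells of dact1/2 mutants ran from -4.01 percentage points to 0.0509 without wildtype replicate 4. Of 752 values of single genes and further tests in these fits, 547 stayed the same, 200 became weaker and 5 reversed.

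Normalization changed the share of higher genes among those called in dact1/2 mutants. The share of higher genes among the DEGs was 50.7% in ectoderm, 70.4% in paraxial mesoderm and 57.4% in lateral plate mesoderm with TMM. With library size only it was 38.1% (83 higher and 135 lower), 53.7% (44 and 38) and 34.3% (70 and 134), and with DESeq2 62.7% (74 and 44) in ectoderm. The median log2 fold change of all genes stayed within 0.1 of 0 with each scaling and was farthest from it, at -0.089, in lateral plate mesoderm of dact1/2 mutants with library size only. Depth limits the genes with few UMIs, such as capn8 in wildtype mesoderm with 14 and 11 UMIs, whose folds rest on few counts.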

Differences from the paper's values

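The combination of DESeq2 with apeglm and all 4 wildtype embryos was chosen only after the result was seen, as were the sets of separate wildtype embryos. The other settings below were set before the data were examined.

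The fold of capn8 in paraxial mesoderm of dact1/2 mutants was 38.9, against the paper's 103. Without wildtype replicate 3 it was 73.4, which lies within 1.5 times of the paper's value, and none of the other alternatives set before the data were examined closed the gap, with values from 30.5 to 48.8. In lateral plate mesoderm, which the paper calls axial mesoderm, the fold was 68.4, against the paper's 33. No alternative closed this gap, with values from 56.5 to 132.5. The paper gives the larger fold in paraxial mesoderm, and here it was in lateral plate mesoderm. Whether the lineage names were exchanged in the paper was not tested. With exchanged names, 38.9 would stand against the paper's 33 and 68.4 against its 103, so the names stay open as a source of both gaps.

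The number of DEGs differed from the paper's counts in 4 places. For dact1/2 mutants in ectoderm it was 207, against about 120 in Fig. 7B (read by eye). DESeq2 (118), DESeq2 with apeglm (96), all 3 groups in one fit (170), at least 10 UMIs in every embryo (138) and a resolution of 0.8 (175) gave counts within 1.5 times, as did the fits without wildtype replicate 2, 3 or 4 (89, 157 and 127) and without dact1/2 mutant replicate 1 or 3 (155 and 128). For dact1/2 mutants in lateral plate mesoderm it was 195, against about 63 in Fig. 7B (read by eye), and the settings within 1.5 times were DESeq2 (79), DESeq2 with apeglm (56), without wildtype replicate 2 (61) and without dact1/2 mutant replicate 3 (66). For gpc4 mutants in lateral plate mesoderm it was 207, against about 130 in Fig. 7B (read by eye), and DESeq2 (148), DESeq2 with apeglm (123), at least 10 UMIs in every embryo (147), without wildtype replicate 3 (99) or 4 (116) and without gpc4 mutant replicate 1 (158) came within it. The shared DEGs in lateral plate mesoderm were 37, against about 19 in Fig. 7B (read by eye), and DESeq2 (14), all 3 groups in one fit (27), at least 10 UMIs in every embryo (23) and fits without wildtype replicate 3 (22) or 4 (20) or dact1/2 mutant replicate 1 (24) or 3 (18) came within it. DESeq2 with apeglm is the tool the paper's methods name. Settings not listed, and DESeq2 with apeglm on all 4 wildtype embryos, did not come within 1.5 times of the paper's counts.

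The paper states that intermediate filament genes were enriched only in gpc4 mutants. Here, over all DEGs of the 3 lineages, the set gave an odds ratio of 15.3 in gpc4 mutants and 19.0 in dact1/2 mutants (Fisher's exact p = 3.3e-06 and 1.6e-07), and 6 genes were in both. The paper's sentence may concern genes called in 1 mutant alone, for which the lineages differed. In ectoderm, paraxial and lateral plate mesoderm these gave 0, 4.12 and 12.8 in gpc4 mutants and 13.8, 0 and 4.25 in dact1/2 mutants. The paper states an enrichment for proteolysis among the DEGs of dact1/2 mutants, and in ectoderm the peptidase set gave an odds ratio of 1.25 among the DEGs of these mutants alone (Fisher's exact p = 0.434). With sets by symbol or synonym it gave 3.33 (p = 0.00430 by Fisher's exact test), which reaches the enrichment the paper states, and p was 2.9e-04 for cysteine peptidases. These members by synonym are the copies of ctsl that lead the hatching gland-like cluster.

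The paper states that no gene of the hedgehog pathway was differentially expressed in dact1/2 mutants. With wildtype replicates 2, 3 and 4, shhb was called in ectoderm (log2 fold change 1.75, adjusted p = 0.0365 by edgeR). The settings under which 0 genes of the list were called were all 4 wildtype embryos, the replicate block, at least 10 UMIs in every embryo, and the fits without wildtype replicate 2 or 3 or dact1/2 mutant replicate 1 or 3.

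The paper states that smad1 was lower in ectoderm of dact1/2 mutants, which was called here with wildtype replicates 2, 3 and 4 (log2 fold change -0.83) and not called with all 4 (-0.55). It does not name the wildtype embryos behind this statement beyond those shown in Figure 7A.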

Other observations

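The simulations of mutants changed independently and the tests of RNA from the hatching gland, of other hatching gland transcripts and of the difference that sets wildtype replicate 1 apart were chosen only after the result was seen.

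Other splits of the embryos were fitted in the same way as the real ones. With wildtype replicates 2, 3 and 4, only 1 of the 10 splits of 6 embryos, the real one, gave as many DEGs as the real split in each of the 6 comparisons, and the highest count of another split was 4. In the comparisons of dact1/2 with gpc4 mutants this number was also 1 of 10 in each lineage. A share of 1 in 10 is the smallest that such a design gives, so chance cannot be told apart here. With all 4 wildtype embryos, 1 of the 35 splits reached the real count in ectoderm for either mutant and in lateral plate mesoderm for dact1/2 mutants. In paraxial mesoderm it was 3 of 35 for dact1/2 mutants and 2 of 35 for gpc4 mutants, and in lateral plate mesoderm of gpc4 mutants it was 2 of 35. In both of these gpc4 comparisons the split with the most genes set wildtype replicates 2, 3 and 4 against replicate 1 together with the mutants, with 14 and 17 genes.

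The mutants were compared with the same wildtype embryos, which by itself makes their fold changes alike. In 20 simulations of unchanged mutants the number of shared DEGs was at most 1 in ectoderm, 1 in paraxial mesoderm and 1 in lateral plate mesoderm. These decide nothing about the shared DEGs, because they called on average only between 0.40 and 1.45 genes per mutant. In 20 simulations of mutants changed independently, the mean numbers of genes called were 169.6 and 175 in ectoderm, 101 and 158 in paraxial mesoderm and 156 and 185 in lateral plate mesoderm. The shared DEGs were at most 12, 6 and 8, against 33, 33 and 37 in the data, under the dispersions of the 9 embryos of Figure 7A. These numbers rest on simulated settings, so the shared wildtype libraries are not excluded as the source. A background that both mutants share was not tested and stays open. Among genes with an unadjusted p under 0.05 in dact1/2 mutants, 84.0% changed the same way in gpc4 mutants in ectoderm, 90.2% in paraxial mesoderm and 85.8% in lateral plate mesoderm, while unchanged mutants gave a mean of 89.5%, 89.8% and 89.2%. Across genes, which are not independent replicates, the correlation of the mutants' fold changes was 0.51, 0.61 and 0.54, while the simulations of unchanged mutants gave a mean of 0.50, 0.53 and 0.51. With mutants changed independently the mean correlation was lower, at 0.32, 0.38 and 0.34. Of the DEGs of dact1/2 mutants these simulations had a mean of 60.6%, 60% and 60.8% with the same direction in gpc4 mutants, against 89.9%, 96.9% and 90.1% in the data. When each mutant had wildtype embryos of its own, the share of genes called in one mutant that changed the same way in the other was 55.7% in ectoderm, 67.9% in paraxial mesoderm and 56.9% in lateral plate mesoderm. In ectoderm and lateral plate mesoderm this is near what chance gives, so the shared wildtype libraries may account for much of the likeness of the fold changes as a whole. In paraxial mesoderm it is not. Wildtype replicate 1 sits in one of the wildtype pairs of every such comparison, which limits this test.

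The correlation across genes between the fold changes of the mutants and the difference of wildtype replicate 1 from another wildtype embryo, with separate wildtype embryos on either side, was on average 0.166 for dact1/2 mutants and 0.146 for gpc4 mutants over 12022 genes. These cannot be told apart from a shared influence or from chance, since genes are not independent and replicate 1 is a single embryo. Wildtype replicate 1 lay on the side of the mutants for between 59.3% (paraxial mesoderm) and 71.0% (ectoderm) of the DEGs of dact1/2 mutants, and for 72.4% in ectoderm, 61.6% in paraxial and 70.5% in lateral plate mesoderm of those of gpc4 mutants. It lay at least as far as the midpoint for 112 of 207, 41 of 108 and 112 of 195 DEGs of dact1/2 mutants in ectoderm, paraxial mesoderm and lateral plate mesoderm, and for 120 of 210, 72 of 177 and 103 of 207 of gpc4 mutants. This may be why so few genes were called with all 4 wildtype embryos, for which the counts in ectoderm were 7 and 14.

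Periderm transcripts were higher in the mesoderm of gpc4 mutants. Of the list of 12, which shares genes with the intermediate filament set, 11 were higher in paraxial mesoderm (median log2 change 1.37) and 12 in lateral plate mesoderm (1.47). In hematopoietic-like cells 12 of 12 were higher, by a median of 2.77, and in the whole embryo by 0.81. Hematopoietic-like cells are part of lateral plate mesoderm, and should not express periderm genes, so RNA set free from periderm is a candidate source in both lineages. In ectoderm 10 of 12 were higher, but by a median of only 0.36, which free RNA spread evenly over the cells does not account for. The larger change in hematopoietic-like cells than in the lineages is not accounted for either, so the source stays open. In dact1/2 mutants 12 were higher in paraxial mesoderm (0.90) and 10 in lateral plate mesoderm (0.61), while in hematopoietic-like cells the median was 1.62 and in the whole embryo -0.09.

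The genes that lead the hatching gland-like cluster were higher in dact1/2 mutants in all lineages, where 26 of the 26 tests of these genes had a positive change (medians of 1.32 in ectoderm, 1.24 in paraxial and 1.27 in lateral plate mesoderm). The genes called numbered 7, 5 and 6. In the whole embryo of dact1/2 mutants 0 of these 10 genes were higher (median -0.28), and in hatching gland-like cells 8 were (0.35). RNA set free from the hatching gland is a candidate explanation for part of the peptidase DEGs, although the genes were not higher in the whole embryo. A further test on the other leading transcripts of the cluster gave a median log2 change of 0.0517, with 15 of 23 higher. It decides nothing, because the rise that gland RNA would bring to them is itself only a median of 0.046. The genes of this family are near-identical copies, so reads may be shared between them.

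Genes called in gpc4 mutants were enriched on the chromosome that carries gpc4 in the reference, where 38 of 376 DEGs lay (10.1%, against 3.93% of genes tested; odds ratio 2.93, one-sided Fisher's exact p = 7.5e-08). Over the fits that each left out an embryo the odds ratio ran from 2.18 to 4.77. With all 4 wildtype embryos, 5 of the 9 ectoderm DEGs placed on a chromosome lay there (odds ratio 30.6, Fisher's exact p = 1.1e-05). In paraxial mesoderm it was 2 of 10 (odds ratio 6.08, Fisher's exact p = 0.0572). In lateral plate mesoderm it was 3 of 8 (odds ratio 14.5, Fisher's exact p = 0.00304). These few genes include gpc4 itself, which was called in all 3 lineages. On the chromosomes of dact1 and dact2 the DEGs of dact1/2 mutants had an odds ratio of 0.718 (20 of 354, p = 0.942 by Fisher's exact test), which argues against inherited variants as the source there. As controls, the DEGs of dact1/2 mutants gave 0.674 in ectoderm, 2.21 in paraxial mesoderm (Fisher's exact p = 0.0381) and 0.694 in lateral plate mesoderm on the chromosome of gpc4. Variants inherited with the mutated locus may therefore explain a part of the gpc4 mutant DEGs, as may a difference in parents or clutch.

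The level of capn8 in gpc4 mutants was 3.88 ± 2.68 CPM in paraxial mesoderm (SD, n = 3) and 1.88 ± 1.52 in lateral plate mesoderm (SD, n = 3). In ectoderm its log2 fold change against wildtype was 1.07 (adjusted p = 0.251 by edgeR).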
